# *cis*-regulatory architecture of a short-range EGFR organizing center in the *Drosophila melanogaster* leg

**DOI:** 10.1371/journal.pgen.1007568

**Published:** 2018-08-24

**Authors:** Susan Newcomb, Roumen Voutev, Aurelie Jory, Rebecca K. Delker, Matthew Slattery, Richard S. Mann

## Abstract

We characterized the establishment of an Epidermal Growth Factor Receptor (EGFR) organizing center (EOC) during leg development in *Drosophila melanogaster*. Initial EGFR activation occurs in the center of leg discs by expression of the EGFR ligand Vn and the EGFR ligand-processing protease Rho, each through single enhancers, *vnE* and *rhoE*, that integrate inputs from Wg, Dpp, Dll and Sp1. Deletion of *vnE* and *rhoE* eliminates *vn* and *rho* expression in the center of the leg imaginal discs, respectively. Animals with deletions of both *vnE* and *rhoE* (but not individually) show distal but not medial leg truncations, suggesting that the distal source of EGFR ligands acts at short-range to only specify distal-most fates, and that multiple additional ‘ring’ enhancers are responsible for medial fates. Further, based on the *cis*-regulatory logic of *vnE* and *rhoE* we identified many additional leg enhancers, suggesting that this logic is broadly used by many genes during *Drosophila* limb development.

## Author summary

The EGFR signaling pathway plays a major role in innumerable developmental processes in all animals and its deregulation leads to different types of cancer, as well as many other developmental diseases in humans. Here we explored the integration of inputs from the Wnt- and TGF-beta signaling pathways and the leg-specifying transcription factors Distal-less and Sp1 at enhancer elements of EGFR ligands. These enhancers trigger a specific EGFR-dependent developmental output in the fly leg that is limited to specifying distal-most fates. Our findings suggest that activation of the EGFR pathway during fly leg development occurs through the activation of multiple EGFR ligand enhancers that are active at different positions along the proximo-distal axis. Similar enhancer elements are likely to control EGFR activation in humans as well. Such DNA elements might be ‘hot spots’ that cause formation of EGFR-dependent tumors if mutations in them occur. Thus, understanding the molecular characteristics of such DNA elements could facilitate the detection and treatment of cancer.

## Introduction

*cis*-regulatory modules (CRMs) are critical for the development and evolution of all organisms. CRMs integrate the information that a single cell or group of cells receives and, in response, trigger changes in cellular and tissue fate specification [reviewed in 1]. The *Drosophila melanogaster* leg imaginal disc, which gives rise to the entire leg and ventral body wall of the adult fly, provides an attractive model system for studying the molecular mechanisms of cellular fate integration at the CRM level and the consequent execution of developmental programs that pattern an entire appendage [reviewed in 2]. Leg imaginal discs are initially specified early during embryonic development through the activation of the transcription factors Distal-less (Dll) and Sp1 in distinct groups of cells in each thoracic segment [3–5]. These groups of cells segregate from the embryonic ectoderm to become the leg imaginal discs, the precursors of the adult legs and ventral thorax. During larval stages, the leg discs proliferate, and defined expression domains of the signaling molecules Wg (ventrally expressed) and Dpp (dorsally expressed) activate *Dll* through the *DllLT* CRM in the center of the leg imaginal disc, where the *wg* and *dpp* expression patterns abut each other (Fig 1A) [6–9]. Slightly later in development, medial leg fates are established by the feed-forward activation of *dachshund* (*dac*) by Dll through the *dacRE* CRM [2, 10]. During subsequent growth of the leg disc, partially overlapping *Dll* and *dac* expression domains are maintained by autoregulation. These *Dll* and *dac* expression domains, together with the most proximal domain marked by *homothorax* (*hth*) expression, create a rudimentary proximal-distal (PD) axis [2] (Fig 1A).

**Fig 1:**
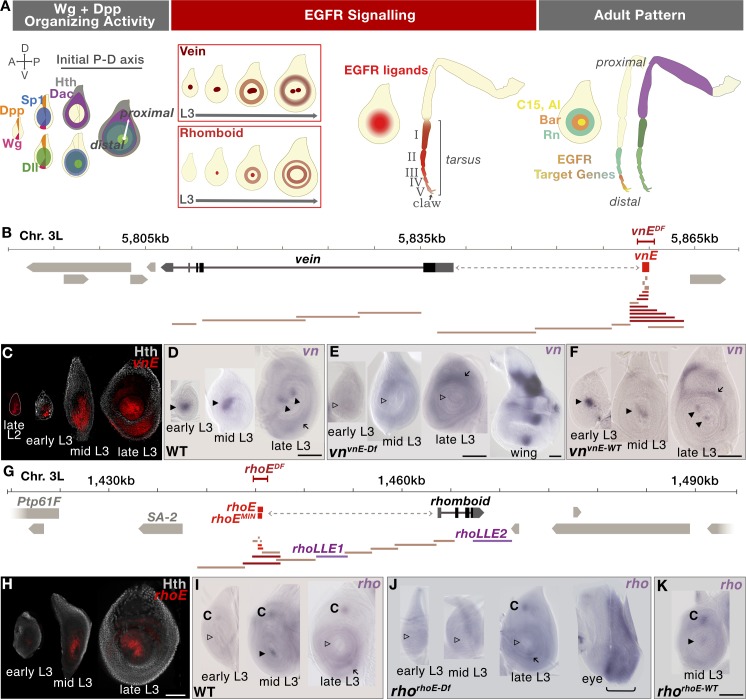
EOC generation in third instar leg discs. (A) Schematic representation of the establishment of an initial PD axis and EGFR signaling events in the center of leg discs (the number of rings depicted is not meant to be accurate). (B) Schematic representation of the *vn* genomic locus on chromosome 3L; enhancer bashing fragments for identification of *vnE* represented in tan did not drive expression in leg discs, dark red drove expression in leg discs and bright red designates the minimal enhancer used for further analysis; the *vn*^*vnE-Df*^ CRISPR deletion is represented by red bracketed bar. (C) Time-course analysis of the expression pattern of *vnE-lacZ* reporter gene. In young discs, expression is limited to the EOC, while in late L3 additional expression appears in medial rings. (D-F) *In situ* analysis of *vn* expression in 3rd instar leg discs with genotypes: WT (D), *vn*^*vnE-Df*^ (E; a wing disc from the same genotype serves as a positive control). *vn*^*vnE-WT*^, in which Recombination mediated cassette exchange (RMCE) was used to re-introduce the wild type CRM (F). Arrowheads indicate the presence (filled) or absence (open) of EOC *vn* expression, arrows indicate non-EOC medial expression. (G) Schematic representation of the *rho* genomic locus on chromosome 3L; enhancer bashing fragments for identification of *rhoE* represented in tan did not drive expression in leg discs, dark red drove expression in leg discs and bright red designates the minimal enhancers used for further analysis; *rhoE*^*MIN*^ was only used for enhancer mutagenesis; *rho*^*rhoE-Df*^ CRISPR deletion is represented by the red bracketed bar. (H) Time-course analysis of the expression pattern of *rhoE-lacZ* reporter gene. In young discs, expression is limited to the EOC, while in late L3 additional expression appears in medial rings. (I-K) In situ analysis of the *rho* expression pattern in 3rd instar leg disc with genotype: WT (I), *rho*^*rhoE-Df*^ (J, an eye disc from the same genotype serves as a positive control), *rho*^*rhoE-WT*^, in which RMCE was used to re-introduce the wild type CRM (K). Arrowheads indicate presence (filled) or absence (open) of EOC *rho* expression, arrows indicate medial expression and “C” indicates chordotonal organ precursor expression. Scale bar = 100μm in all figures.

The initial PD axis defined by Dll, Dac, and Hth is further refined by an additional signaling cascade mediated by the Epidermal Growth Factor Receptor (EGFR) pathway [11, 12]. Like *Dll*, the EGFR pathway is initially triggered by Wg and Dpp, which activate two types of EGFR ligands in the center of the leg disc [11, 12]. One is the neuregulin-related ligand Vein (Vn) and the second is the TGF-α-like ligand Spitz (Spi), which requires metalloproteases of the Rhomboid (Rho) family for processing and secretion [reviewed in 13]. The local activation of *vn* and *rho* family members in the center of the leg disc creates an EGFR organizing center (EOC), a local source of secreted Vn and Spi that activate EGFR signaling in neighboring cells. EGFR signaling in turn results in the activation of a series of downstream target genes that are expressed in nested concentric domains that pattern the future tarsus, the distal-most region of the adult leg [11, 12, 14, 15] (Fig 1A).

The mechanism by which EGFR signaling patterns the distal leg is not fully understood. One model suggests that EGFR ligands, produced in the EOC, function as morphogens, acting on neighboring cells to generate distinct transcriptional outputs in a concentration-dependent manner. Consistent with this idea is the observation that gradually reducing EGFR activity by raising flies carrying a temperature-sensitive *Egfr* allele (*Egfr*^*tsla*^) at increasing temperatures results in gradually more severe leg truncations [11]. However, although consistent with a morphogen model, this result is complicated by the fact that in addition to the EOC, there are other sources of EGFR ligands expressed in rings that appear later in leg development [14]. This additional EGFR activation would also be compromised in *Egfr*^*tsla*^ experiments, leaving open the question of the degree to which tarsal PD patterning is due solely to EOC activity. An alternative model posits that the activation of EGFR in the center of the leg disc triggers only local transcriptional outputs, and that alternative sources of EGFR ligands, in combination with indirect transcriptional cascades, are responsible for specifying fates that are further from the EOC.

The EOC/morphogen model predicts that eliminating the production of EGFR ligands from the EOC will have long-range consequences. In contrast, if alternative, non-EOC sources of EGFR ligands play a role in leg patterning, eliminating only the EOC would produce only local defects in distal leg patterning. To distinguish between these models, we searched for CRMs responsible for the expression of EGFR ligands and ligand-processing proteases in the EOC, with the idea that we could specifically eliminate EOC expression by deleting these CRMs. We identified EOC CRMs for *vn* and *rho* (*vnE* and *rhoE*, respectively) and showed that they are necessary for EOC expression of these genes, respectively. However, although EOC expression is eliminated, simultaneous deletion of these CRMs causes only local PD patterning defects and tarsal truncations comparable to mild *Egfr* perturbations in the distal tarsus. These results suggest that the EOC is required for activating local EGFR responses in the center of the leg disc, implying that other sources of EGFR ligands, controlled by non-EOC CRMs, further elaborate the tarsal PD pattern. Finally, we also performed rigorous genetic and biochemical analysis of the *vn* and *rho* EOC CRMs, and used the discovered regulatory logic to predict additional CRMs, many of which are active in the *Drosophila* leg. Together, these data reveal a common regulatory logic for gene activation in the distal leg that is used by many genes, in addition to *vn* and *rho*.

## Results

### Identification and genomic manipulation of the *vn* and *rho* EOC enhancers

To understand the molecular mechanism by which the EGFR signaling pathway is activated in the center of leg imaginal discs during larval stages, we searched for leg disc enhancer elements controlling the expression of EGFR ligands and ligand-processing proteases implicated to function in this process [11, 14]. We scanned the genomic regions of *vn* and *rho* using *in vivo lacZ* reporter assays (Fig 1B and 1G and S1 Table) and defined minimal enhancers (*vnE*– 654 bp and *rhoE*– 544 bp) that recapitulate the expression pattern of these genes in the center of leg discs during development (Fig 1C and 1H), as well as in the serially homologous antennal discs (S1A and S1B Fig). The *vnE*- and *rhoE*-*lacZ* transgenes exhibited earlier expression (starting at ~71h PEL for *vnE* and ~82h PEL for *rhoE*; Fig 1C and 1H) than detected by *in situ* for *vn* and *rho* (Fig 1D and 1I), perhaps because of the greater sensitivity of the anti-ßgal staining, and suggest that the genes might be expressed earlier than previously thought [11, 12, 14, 15]. Our search for leg disc enhancers across the *vn* locus uncovered only *vnE*, while in *rho* we identified two additional *rho* leg disc enhancers (*rhoLLE1* and *rhoLLE2* (Fig 1G, LLE stands for ‘late leg enhancer’) that drive expression in ring patterns starting in mid-third instar leg discs (90-92h PEL) (S1C and S1D Fig). Although these enhancers do not participate in EOC formation, they are active at later developmental stages and drive expression in medial/proximal ring patterns and are thus likely to be additional sources of EGFR activity (S1C and S1D Fig).

We also re-examined the expression pattern of additional EGFR ligands and proteases using enhancer-reporter assay (S1E, S1I and S1L Fig; S1 Table), *in situ* hybridization (S1F, S1J, S1M and S1O Fig; S2 Table) and available enhancer trap lines (S1G Fig) and found that *roughoid* (*ru*) (as previously reported [11]) and *spitz* (*spi*) (S1G and S1J Fig), but not *Keren* (*Krn*) or *gurken* (*grk*) (S1M and S1O Fig), were expressed in leg discs during third larval instar. Curiously, *ru* expression was only detected by an enhancer trap (*ru*^*inga*^*-lacZ*) and by a newly identified enhancer, *ruLLE*, that recapitulates the *ru*^*inga*^ expression pattern (S1H Fig) but was not detected by *in situ* hybridization (S1F Fig) (see also Campbell 2002). *spi* was expressed broadly in leg discs (S1J Fig), and this pattern was recapitulated by a ~10 kb region that includes its promoter and introns (S1K Fig). Although there are five additional *rho-*family proteases in *Drosophila* [16], previous genetic analysis suggests that *rho* and *ru* are the most relevant [11, 14]. Further, because *ru* did not show expression in early L3 leg discs (and see below for additional genetic tests), and *spi* expression was ubiquitous, we focused on *vnE* and *rhoE* as the primary CRMs active in the leg disc EOC.

To assess the requirement of the *vnE* and *rhoE* CRMs for *vn* and *rho* expression, we deleted them from their native genomic loci using CRISPR/Cas9-mediated genome editing ([17–19]; see Materials and Methods) and assessed the phenotypes of these alleles (*vn*^*vnE-Df*^ and *rho*^*rhoE-Df*^). We found that these deficiencies abolished the expression of these genes, respectively, only in the EOC of the legs (Fig 1E and 1J). The lack of expression in the enhancer deletion alleles was restored when the wild type enhancers were resupplied in their native genomic positions (Fig 1F and 1K). Therefore, we conclude that *vnE* and *rhoE* are necessary and sufficient for *vn* and *rho* expression in the EOC, respectively.

### Genetic analysis of *vn*^*vnE-Df*^ and *rho*^*rhoE-Df*^ mutants

Individually, both *vn*^*vnE-Df*^ and *rho*^*rhoE-Df*^ are viable as homozygotes, exhibit normal leg disc patterning (S2A and S2C Fig), and form morphologically normal and functional legs (S2B and S2D Fig), consistent with previous reports that *vn* and *rho* single mutants do not affect the leg disc or adult leg pattern [11, 12]. However, when we examined the combined effect of these deficiencies in *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutant flies we found that the expression of EGFR downstream genes *C15* and *aristaless* (*al*) was abolished in these animals (Figs 2A, 2B, S2E and S2F), and the expression of BarH1/H2, a pair of more proximally expressed PD genes [20], collapsed from a ring pattern to a central circular domain in the leg disc (Fig 2B). In agreement with the leg disc pattern changes, adult *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutants exhibited distal leg truncations that lack a pretarsus and parts of tarsal segment 5 (Fig 2N). *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutant flies die in late pupal stages most likely because of an inability to exit the pupal case.

**Fig 2:**
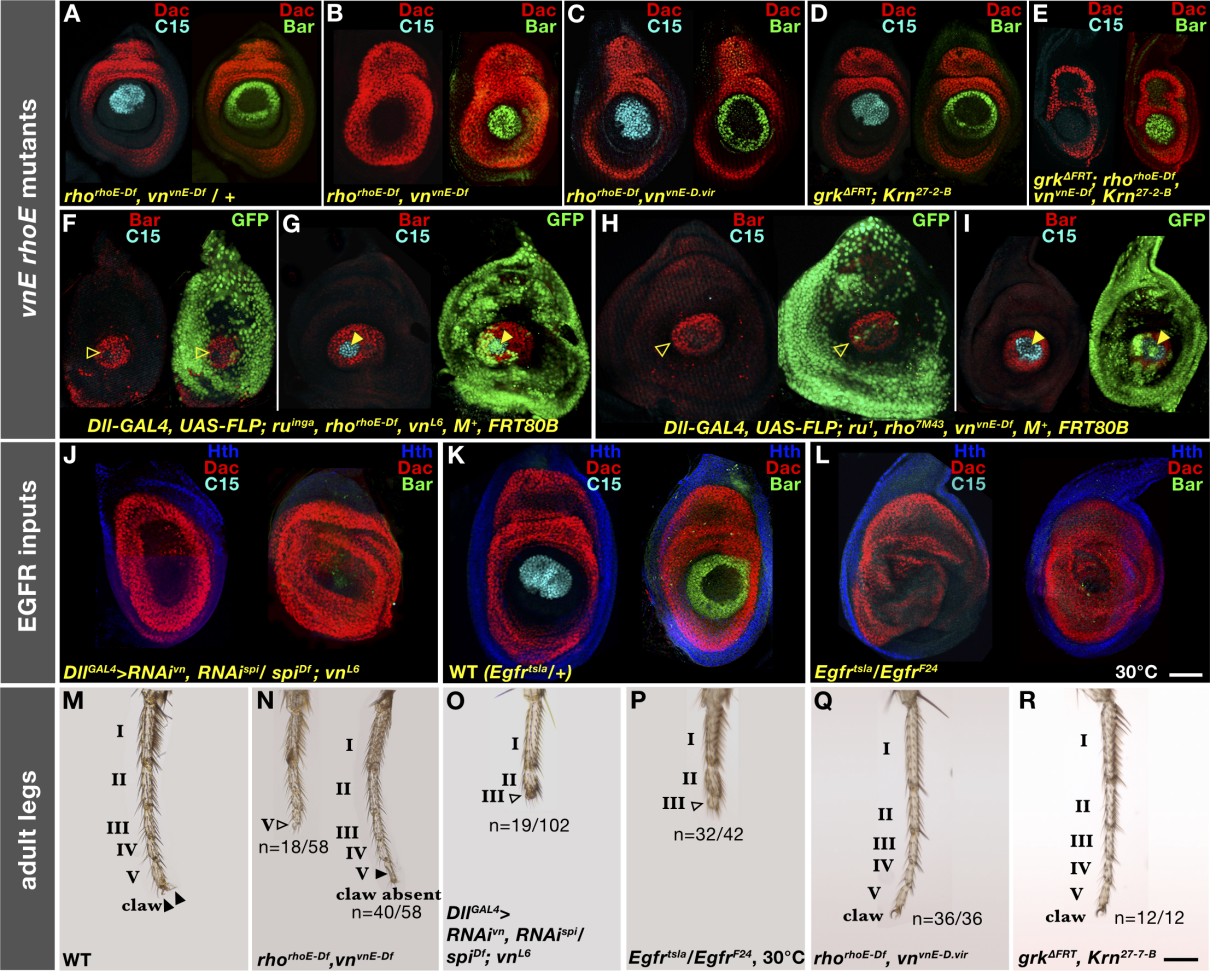
*vnE* and *rhoE* requirement for PD patterning of leg discs and adult legs. (A-L) Effects on distal PD genes (C15 and Bar) in third instar leg discs in: (A) *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ */+*; (B) *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^; (C) *rho*^*rhoE-Df*^ *vn*^*vnE-D*.*vir*^; (D) *grk*^*ΔFRT*^*; Krn*^*27-7-B*^; (E) *grk*^*ΔFRT*^*; rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ *Krn*^*27-7-B*^; (F,G) *ru*^*inga*^ *rho*^*rhoE-Df*^ *vn*^*L6*^ mutant clones; (H,I) *ru*^*1*^ *rho*^*7M43*^ *vn*^*vnE-Df*^ mutant clones; (J) *spi vn* double RNAi; (K) *Egfr*^*tsla*^*/+* WT leg disc at restrictive temperature; and (L) *Egfr*^*tsla*^ mutant leg discs at restrictive temperature. (M-R) Adult leg morphology of: (M) WT; (N) *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ mutant; (O) *spi vn* double RNAi driven by *Dll-Gal4* (legs with tarsal segments I-II: n = 21/102, I-III: n = 19/102, I-IV: n = 35/102, I-V: n = 27/102); (P) *Egfr*^*tsla*^ mutant at restrictive temperature (remaining 10/42 legs less severely truncated); (Q) *rho*^*rhoE-Df*^ *vn*^*vnE-D*.*vir*^; and (R) *grk*^*ΔFRT*^*; Krn*^*27-7-B*^ mutant. n refers to number of individual legs with a given number of tarsal segments present. Arrowheads indicate intact (filled) or perturbed (open) tarsal segments.

A sequence comparison between *D*. *melanogaster* and *D*. *virilis*, two *Drosophila* species that diverged from each other ~50 million years ago [21], revealed that *vnE* is well conserved (45.8% identity over 0.65 kb) and at a similar location upstream of the *D*. *virilis vn* transcription start site. In contrast, *rhoE* could not be identified by sequence homology in *D*. *virilis*. These observations prompted us to ask if the orthologous *D*. *virilis vnE* (*vnE-D*.*vir*) could substitute for the function of *D*. *melanogaster vnE* and rescue the *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ phenotype. We performed the swap of enhancers (see Materials and Methods) and we found that, indeed, the leg imaginal discs of *rho*^*rhoE-Df*^ *vn*^*vnE-D*.*vir*^ flies had normal PD patterning (Fig 2C) and normal adult legs (Fig 2Q). This result suggests that the function of *vnE* has been maintained over tens of millions of years and this enhancer element plays a conserved role in limb development.

### Spi and Vn are the relevant EGFR ligands for tarsal leg patterning

Rho is an EGFR ligand-processing metalloprotease that has the potential to cleave the membrane-bound ligands Spi, Krn, and Grk in order to convert them into active secreted forms, while Vn is expressed as a secreted form that does not require Rho function [reviewed in 13]. Although we did not detect any expression of *Krn* and *grk* in leg discs (S1M and S1O Fig), this does not exclude the possibility that these genes function in leg disc development at a level of expression below what is detected in our *in situ* hybridization experiments. To address this possibility, we performed genetic experiments and found that the single null mutants *Krn*^*27-7-B*^ [22] and *grk*^*ΔFRT*^ [23], and the double mutant *grk*^*ΔFRT*^; *Krn*^*27-7-B*^, do not exhibit any leg disc patterning defects (Fig 2D) or adult leg phenotypes (Fig 2R). In addition, *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ *Krn*^*27-7-B*^ triple mutant (S2G and S2H Fig) and *grk*^*ΔFRT*^; *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ *Krn*^*27-7-B*^ quadruple mutant (Fig 2E) leg discs had similar defects as *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutants (Fig 2B), even though the quadruple mutant larvae died at late L3, just before pupation. These results support our conclusion that Krn and Grk are unlikely to be involved in leg development.

The remaining *rho*-dependent EGFR ligand, Spi, is expressed broadly in leg discs (S1J and S1K Fig) and is a good candidate for participating in EOC activity under the temporal and spatial control of Rho. To confirm the role of Spi, we used RNAi (see Materials and Methods) to examine the phenotypes of animals depleted for both *spi* and *vn* in leg discs. We found that, indeed, Spi is the EGFR ligand processed by Rho in the center of leg discs, because *spi vn* double RNAi (driven by *Dll-Gal4*) caused loss of expression of the downstream EGFR gene *C15*, and the near elimination of *Bar* expression (Fig 2J). This phenotype is stronger than any other combination of EGFR pathway components, similar to *Egfr*^*tsla*^ mutants grown at the restrictive temperature of 30°C (Fig 2L and 2P). In addition, in animals depleted for *spi* and *vn* using RNAi we observed leg truncations (Fig 2O) similar to those observed in *Egfr*^*tsla*^ mutants at 30°C (Fig 2P). Taken together, these results suggest that Vn and Spi are likely the only ligands that activate EGFR signaling during fly leg development.

### Genetic dissection of *rhomboid* and *roughoid* in leg development

The triple *ru*^*1*^ *rho*^*7M43*^ *vn*^*L6*^ mutant, but not the *rho*^*7M43*^ *vn*^*L6*^ double mutant, produces a strong leg truncation phenotype, similar to *Egfr*^*tsla*^ animals grown at 30°C, suggesting that Ru is involved in patterning the adult leg together with Vn and Rho [11]. *vn*^*L6*^ is a nonsense mutation and a null by genetic criteria [24, 25]. *rho*^*7M43*^ is also a null allele [16], although we, as well as previous studies [16], were unable to identify any amino acid changes in the *rho* coding sequence of this allele. *ru*^*1*^ is a nonsense mutation that leads to a premature stop codon after residue 55, prior to the Rhomboid domain, suggesting that it is also a null allele [26]. A potential caveat to this conclusion is that *ru*^*1*^*/Df* (including *Dfs ru*^*PLLb*^ and *ru*^*PLJc*^) results in a stronger ‘rough-eye’ phenotype than the *ru*^*1*^ homozygote, implying that *ru*^*1*^ is a hypomorph [16, 26]. However, *ru*, together with several other genes, is located in the intron of the protein tyrosine phosphatase encoding gene, *Ptp61F*, which plays a role in EGFR/MAPK signaling (S1E Fig) [27]. Consequently, deficiencies that remove *ru* could also affect MAPK/EGFR signaling by reducing *Ptp61F* expression, and could potentially lead to stronger phenotypes compared to the cleaner *ru*^*1*^ allele. Taken together, these observations suggest that *ru*^*1*^ is likely to be a null mutation.

Notably, *rho* and *ru* are physically close to each other on chromosome 3L, with *rhoE* ~55 kb away from the *ru* promoter, raising the possibility that *rhoE* could also regulate *ru* (Figs 1G and S1E). To test this possibility, we examined the *lacZ* expression pattern driven by the *ru*^*inga*^ enhancer trap [28] in the background of the homozygous *rho*^*rhoE-Df*^ (see Materials and Methods). We did not detect any effect of *rho*^*rhoE-Df*^ on *ru*^*inga*^*-lacZ* expression in leg discs (S2K and S2L Fig), suggesting that *ru* is not regulated by *rhoE*.

Because the triple *ru*^*1*^ *rho*^*7M43*^ *vn*^*L6*^ mutant produces adult leg truncations [11] that are stronger than those observed in our *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutant, we carried out additional experiments to address a potential role for *ru* in leg disc patterning. In the first experiment, instead of examining adult legs we examined *ru*^*inga*^ *rho*^*rhoE-Df*^ *vn*^*L6*^ triple mutant clones in leg discs (see Materials and Methods). Notably, leg disc patterning in these mutant discs was similar to the pattern observed in the *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutant (Fig 2F), and even a small patch of WT tissue in the center of the leg disc could restore a normal PD pattern (Fig 2G). In a second test, we generated *ru*^*1*^ *rho*^*7M43*^ *vn*^*vnE-Df*^ triple mutant clones and, as in the previous experiment, we observed the loss of C15 and collapse of BarH1 expression (Fig 2H), similar to the *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutant, and a rescue of C15 expression if some distal cells remain wild type (Fig 2I).

Together, these results suggest that *ru* does not contribute significantly to EOC activity in the early L3 stage to pattern the L3 imaginal disc. Instead, these results suggest a model in which EOC activity is mediated primarily by *vnE* and *rhoE*, while the later rings of EGFR activation are controlled by a distinct set of enhancers (e.g. *rhoLLE1*, *rhoLLE2*, and *ruLLE*) (S1C, S1D and S1H Fig), and that this second wave of EGFR activity is important for patterning medial regions of the adult leg. In addition, these data suggest that *ru*, and perhaps other *rho*-like family members, plays a role later in leg development through its ring-like expression pattern to ultimately impact adult leg patterning.

### Genetic regulation of *vnE* and *rhoE*

Previous studies have underscored the importance of the Wg and Dpp pathways for EGFR activation in the center of leg discs [11, 12]. Using the *vnE* and *rhoE* enhancer elements, we have been able to address this question in greater detail. We generated mutant clones of *arrow* (*arr*), an obligate co-receptor in Wg signaling, and *Mothers against dpp* (*Mad*), a downstream effector of Dpp signaling, at different time points, and assessed the requirement of these pathways for *vnE* and *rhoE* activation. Both Wg and Dpp pathways are necessary for the initiation of *vnE-lacZ* expression in late L2 larval stage (Fig 3A and 3E), while clones made early in L3 stage did not affect *vnE-lacZ* expression (Fig 3B and 3F). *rhoE-lacZ* expression was lost when either Wg or Dpp activity was removed during L2 or early L3 (Fig 3C and 3G) but became independent of these pathways later in mid-L3 (Fig 3D and 3H).

**Fig 3:**
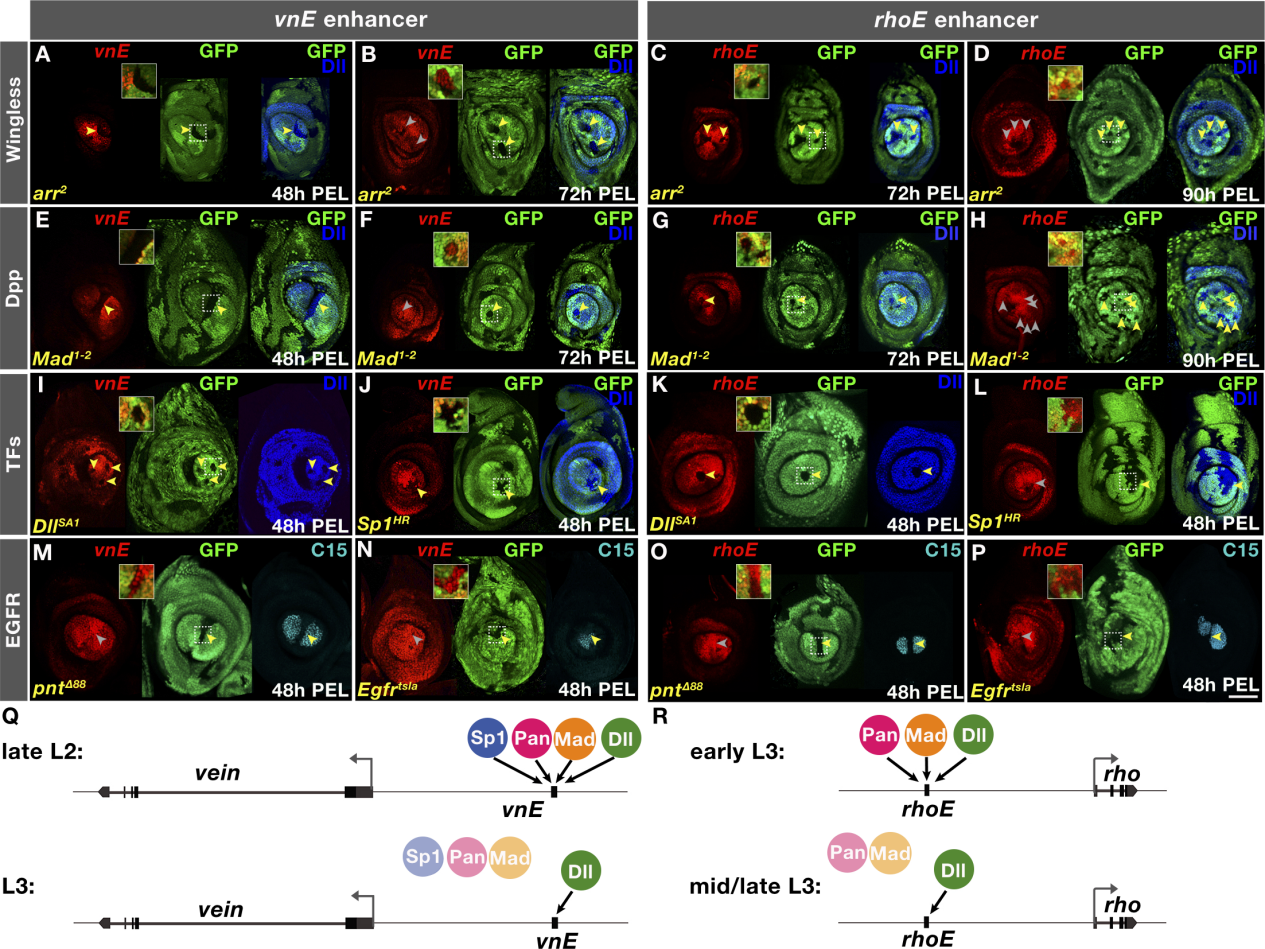
Genetic analysis of inputs into *vnE* and *rhoE*. (A-P) *lacZ* reporter gene expression driven by *vnE* or *rhoE* in mutant clones as indicated. Absence of GFP marks the clone; 2X-magnified insets showcasing specific disc regions (designated with squares) are provided in each case. (A) *vnE* in *arr*^*2*^ clones generated 48h PEL; (B) *vnE* in *arr*^*2*^ clones generated 72h PEL; (C) *rhoE* in *arr*^*2*^ clones generated 72h PEL;(D) *rhoE* in *arr*^*2*^ clones generated 90h PEL; (E) *vnE* in *Mad*^*1-2*^ clones generated 48h PEL; (F) *vnE* in *Mad*^*1-2*^ clones generated 72h PEL; (G) *rhoE* in *Mad*^*1-2*^ clones generated 72h PEL; (H) *rhoE* in *Mad*^*1-2*^ clones generated 90h PEL; (I) *vnE* in *Dll*^*SA1*^ clones generated 48h PEL. (J) *vnE* in *Sp1*^*HR*^ clones generated 48h PEL; (K) *rhoE* in *Dll*^*SA1*^ clones generated 48h PEL; (L) *rhoE* in *Sp1*^*HR*^ clones generated 48h PEL; (M) *vnE* in *pnt*^*Δ88*^ clones generated 48h PEL; (N) *vnE* in *Egfr*^*tsla*^ *Minute+* clones generated 48h PEL; (O) *rhoE* in *pnt*^*Δ88*^ clones generated 48h PEL; (P) *rhoE* in *Egfr*^*tsla*^ *Minute+* clones generated 48h PEL. (Q, R) Schematics summarizing *vnE* and *rhoE* regulation by inputs, respectively.

In addition to Wg and Dpp, at the early larval stages of leg disc development there are two other factors that are crucial for leg specification and growth–the homeodomain transcription factor Distal-less (Dll) [29] and the Zn finger transcription factor Sp1 [4, 5]. *Dll* mutant clones induced at any larval stage abolished *vnE*-lacZ expression (Figs 3I and S3A). In addition, ectopic expression of *Dll* activated *vnE* not only in leg discs but in other imaginal discs (S3C, S3D and S3E Fig), as long as Wg and Dpp were available in these tissues at the time of clone induction (S3C, S3D and S3E Fig). These results suggest that Dll is required for *vnE* activity. Similarly, *rhoE*-lacZ expression also required Dll at all developmental times (Figs 3K and S3B).

We also examined the requirement of Sp1 for *vnE* and *rhoE* activation. We found that *vnE* activation requires Sp1, either when the entire animal was mutant or in clones (Figs 3J and S3F). This requirement is not mediated by Dll because *Dll* expression remained intact in mutant clones (Fig 3J) and in leg discs from *Sp1* homozygous animals (S3F Fig). In contrast, Sp1 was dispensable for *rhoE-lacZ* expression (Figs 3L and S3H). In addition, although Sp1 is required for the activation of *vnE* at L2 larval stage (Figs 3J and S3F), at the beginning of L3 larval stage Sp1 was no longer required for *vnE* (S3G Fig). We also assessed if *vnE* and *rhoE* are regulated by *buttonhead* (*btd*), an *Sp1* paralog that is co-expressed with *Sp1* in leg discs [5]. We found that neither EOC enhancer requires *btd* (S3I and S3J Fig) and it is unlikely that *rhoE* requires both Sp1 and Btd redundantly since we did not detect Sp1/Btd binding sites or in vivo binding at *rhoE* for Sp1 (see below). Together, these results support a model in which *vnE* activation requires Wg and Dpp together with Dll and Sp1; later, *vnE* activity becomes independent of Wg, Dpp and Sp1, but still requires Dll (Fig 3Q). Similarly, although the timing differs, *rhoE* requires initial input from Wg, Dpp, and Dll but later only requires Dll for its maintenance (Fig 3R). 

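Binding of Sp1 in leg discs was read from the Sp1 ChIP-seq peaks introduced later in the article, which the authors called on merged libraries of larval leg disc chromatin precipitated through a GFP tag on Sp1. *rhoE*, at 1445379 to 1445934 on chromosome 3L (dm3, S1 Table), shared no sequence with any of the 9850 Sp1 peaks. The nearest Sp1 peak, from 1443349 to 1443464, ended 1914 bp away, and its −log10 q value of 4.10 was close to the lowest in the list. The list gives peaks that passed a threshold and no read counts, so the depth over *rhoE* is unknown and weaker binding could not be measured. The larvae were wandering, past the stage at which the paper finds Sp1 required for *vnE*. No Dll peak overlapped *rhoE* either, although the paper finds that *rhoE* requires Dll. An absent peak in these lists therefore does not exclude an input.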

The differential onset of expression between the two enhancers might depend on the differential requirement for Sp1.

To investigate if EGFR activity is required for *vnE* and *rhoE*, we examined the expression driven by these CRMs in the background of mutants for EGFR pathway components. *vnE*- and *rhoE*-driven expression was normal in *pnt*^*Δ88*^ [30] mutant clones or *Egfr*^*tsla*^ [31] mutant clones at the restrictive temperature (Fig 3M, 3N, 3O and 3P). Capicua (Cic), another downstream component of EGFR [32], is expressed in leg discs (S3K Fig) but was also not required for *vnE* and *rhoE* activity (S3L and S3M Fig).

We next carried out epistasis experiments using the MARCM technique [33] in which we overexpressed one *vnE* or *rhoE* input and removed another. We excluded Sp1 from this analysis because Sp1 sometimes affects Dll expression making results difficult to interpret [5]. For both *vnE* and *rhoE*, we found that while ectopic activation of Dll induced the activity of these enhancers in wildtype tissue (Fig 4A, 4E, 4C and 4G), in clones compromised for either Wg or Dpp signaling neither *vnE* nor *rhoE* were activated (Fig 4B, 4F, 4D and 4H). Dll was also unable to induce *vnE*-lacZ expression in ectopic clones in other imaginal discs when Wg and Dpp signaling was compromised (S3C, S3D and S3E Fig). Further, consistent with previous results [6, 7, 34], ectopic Wg and Dpp pathway activity induced *vnE-* and *rhoE-lacZ* expression and created additional EOCs in leg discs when these clones were located close to an endogenous source of Dpp and Wg, respectively (Fig 4I, 4M, 4K and 4O). However, when these clones were also mutant for *Dll*, these pathways were not able to activate either *vnE* or *rhoE*, and hence EGFR signaling (Fig 4J, 4N, 4L and 4P).

**Fig 4:**
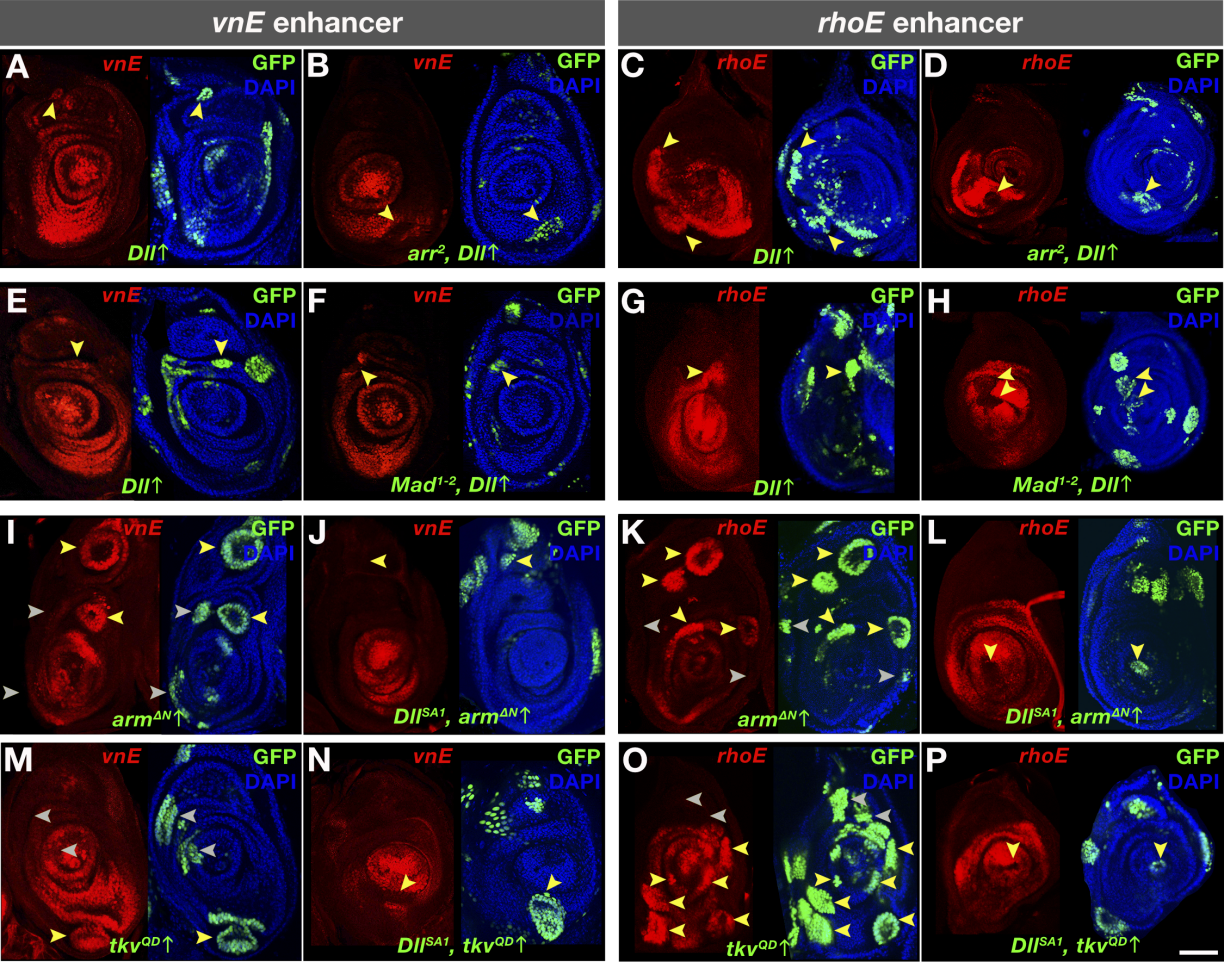
Genetic interactions of inputs into *vnE* and *rhoE*. (A-P) *vnE-* or *rhoE*-directed *lacZ* reporter gene expression in MARCM clones of: (A and C) *Dll* ectopic expression in WT background; (B and D) *Dll* ectopic expression in *arr*^*2*^ mutant background; (E and G) *Dll* ectopic expression in WT background; (F and H) *Dll* ectopic expression in *Mad*^*1-2*^ mutant background; (I and K) *arm*^*ΔN*^ ectopic expression in WT background; (J and L) *arm*^*ΔN*^ ectopic expression in *Dll*^*SA1*^ mutant background; (M and O) *tkv*^*QD*^ ectopic expression in WT mutant background; (N and P) *tkv*^*QD*^ ectopic expression in *Dll*^*SA1*^ mutant background.

### Dissection of *vnE* and *rhoE* molecular inputs

Our genetic analysis suggests a complex interplay between the signaling pathways Wg and Dpp and the transcription factors Dll and Sp1 on the *vnE* and *rhoE* enhancers. To investigate the configuration of binding sites and the transcription factor grammar of these CRMs, we searched for putative binding motifs using available position weighted matrices (PWMs) [35] and computational methods for identifying consensus Pan (downstream effector of Wg signaling), Mad (downstream effector of Dpp signaling), Dll and Sp1 binding motifs [36]. We performed a comprehensive *in vivo* mutagenesis analysis for both enhancers (Fig 5A). We mutagenized the enhancer elements by progressively adding (one at a time) mutations (S3 Table) in putative binding sites for each transcription factor (Fig 5A), starting with those that best match consensus binding sites and proceeding to more degenerate binding sites. Because the information from the enhancer bashing experiments (Fig 1B and 1G; S1 Table) revealed that parts of the enhancers containing multiple sites for each of the TFs can not drive intact expression patterns, we inferred that only having the full set of binding sites gives full expression patterns. Based on the combined analysis between the mutagenesis and the enhancer bashing data we found that there are a large number of binding sites important for *vnE* activation—14 Pan binding sites, 12 Mad sites, and 11 Dll sites (Figs 5A, 5B, 5D, S4A and S4B); mutagenesis of subsets of these binding sites leads only to reduction of enhancer-driven expression (S4A and S4B Fig). In contrast, for each TF, there were fewer binding sites important for *rhoE* activation—4 Pan, 3 Mad and a single Dll binding site (Fig 5A, 5C and 5E). Curiously, in the case of Dll we found 5 additional putative sites in *rhoE* that were not required for enhancer activity in optimal laboratory conditions (S4E and S4F Fig; S3 Table). In general, the identified binding sites for the two enhancers had an additive effect on the expression levels of *vnE* and *rhoE* because partially mutated enhancers drove patchy expression and progressively diminished levels of reporter expression (S4A, S4B, S4C and S4D Fig). We also confirmed the binding of the TFs involved in *vnE* and *rhoE* regulation by *in vitro* binding assays, suggesting that they act directly to regulate these enhancers (Fig 5F).

**Fig 5:**
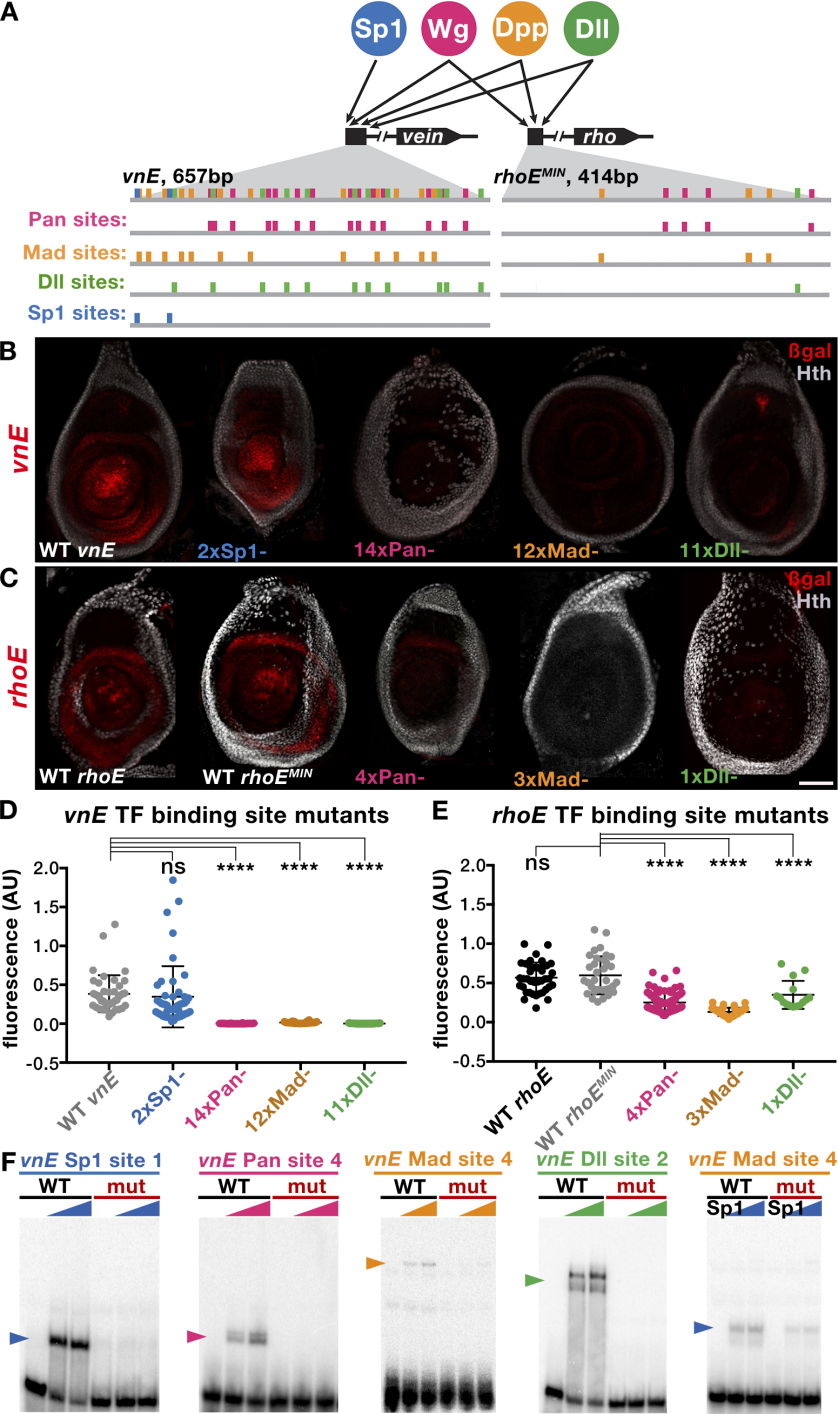
Dissection of Pan, Mad, Dll and Sp1 inputs into *vnE* and *rhoE*. (A) Schematic representation of binding sites in *vnE* and *rhoE*. Putative binding sites for each TF were mutagenized one at a time leading to progressive increase in the number of mutant binding sites until the expression driven by a mutant enhancer was lost. Sites in each TF category that were mutagenized either first or last are not sufficient for full enhancer-driven expression since fragments of *vnE* and *rhoE* (Fig 1B and 1G; S1 Table) that contain multiple such sites from each TF input cannot drive correct expression pattern. (B) Expression pattern of WT *vnE*-driven expression and mutant *vnE* enhancer-driven expression. (C) Expression pattern of WT *rhoE*-driven expression and mutant *rhoE* enhancer-driven expression. (D) Quantification of WT and mutant *vnE*-driven expression levels in third instar leg discs (WT *vnE* n = 41, 2xSp1 n = 48, 14xPan n = 24, 12xMad n = 32, 11xDll n = 49 where n indicates number of leg discs analyzed). For normalization, fluorescence was calculated as a ratio of β-gal:Dll intensity in the center of the leg disc (see Methods for details).(E) Quantification of reduction of WT and mutant *rhoE*-driven expression in third instar leg discs (WT *rhoE* n = 39, WT *rhoE*^*MIN*^ n = 35, 4xPan n = 78, 3xMad n = 41, 1xDll n = 15 where n indicates number of leg discs analyzed). For normalization, fluorescence was calculated as a ratio of β-gal:Dll intensity in the center of the leg disc (see Methods for details).(F) EMSA analysis of selected WT vs mutant binding sites.

It is striking that *vnE* contains many more binding sites for each TF compared to *rhoE*. In addition to the differential requirement for *Sp1*, this difference may also contribute to the earlier timing of *vnE* activation compared to *rhoE*, because the larger number of binding sites might render *vnE* more sensitive to lower TF concentrations.

Consistent with the genetic requirement for *Sp1*, we identified two putative Sp1 binding sites in *vnE*. However, when we mutagenized them reporter gene expression was unaltered (Fig 5B and 5D). Therefore, we scanned the enhancer by EMSA using overlapping fragments (S2 Table) in order to identify additional Sp1 binding sites in an unbiased manner. We found that Sp1 binds with low affinity to some Mad binding sites (Fig 5F). Because both Sp1 and Mad can bind to some of the same binding sites, loss of *vnE-lacZ* expression when Mad sites are mutated may be a consequence of eliminating all Mad and some of the Sp1 inputs.

Because Sp1 and Dll are co-expressed during leg development, we also scanned all of *vnE* using overlapping oligos (S2 Table) to determine if these proteins might bind cooperatively to DNA. For these experiments we used full-length Dll and nearly full-length Sp1 proteins (see Materials and Methods). Although these experiments confirmed Dll binding to its binding sites, we failed to detect any cooperative binding between Dll and Sp1. Taken together, our results suggest that Sp1 regulates *vnE* through two Sp1 binding sites and some shared binding sites with Mad.

### The *vnE* and *rhoE* regulatory logic is widely used among leg CRMs

The *vnE* and *rhoE* regulatory inputs that we discovered here resemble one previously characterized in *DllLT* [9], in that they are all activated by the combinatorial input of Wg, Dpp, Dll and/or Sp1 [5]. These findings prompted us to test if there might be a battery of CRMs that is regulated in the leg disc by these same inputs. To test this idea, we first determined the genome-wide *in vivo* binding profiles of Dll and Sp1 using chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) in third instar leg discs (Fig 6A). 

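ChIP-seq recovers the DNA bound by a protein with an antibody and compares its reads with those of input chromatin. The sample labels list 3 Dll ChIP libraries with 1 input library, and 3 Sp1-GFP ChIP libraries with 1 input library. Each pool held 100 wandering larvae, and all 6 leg discs of each larva were used. The antibody was used at 1.5 μg/ml for Dll and at a dilution of 1 to 300 for GFP, and the input was 10% of the chromatin. The methods describe triplicate pools and also peak calling on the merged reads of duplicates, so which of the 3 ChIP libraries entered each list is open. The authors aligned the reads with the Burrows-Wheeler Aligner and called peaks with MACS, and the peaks are given in dm3 coordinates. Each peak has a start, an end and the authors' own −log10 q value, which is used here only to rank and filter peaks within its list. The Dll list holds 12319 peaks with a median length of 293 bp, and the Sp1 list holds 9850 peaks with a median length of 130 bp. The −log10 q value ran from 4 to 60.31 for Dll and from 4 to 84.94 for Sp1. Since peaks were called on merged libraries, no spread between replicates can be given, and the lists hold no read counts, so the depth is unknown. From these lists, peaks that shared at least 1 bp were counted as overlapping. Chance overlap was measured by rotating each chromosome arm of the other list by a random distance, 1000 times. The FAIRE-seq peaks and the motif positions were not used here. Many peaks lay close together: joining the peaks of a list within 500 bp of each other left 6301 Dll and 5597 Sp1 peaks, so a count of peaks is not a count of separate binding sites.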

We used either anti-Dll antibody or anti-GFP antibody to ChIP an Sp1-GFP fusion protein expressed from an engineered ~80 kb BAC construct (see Materials and Methods) that drives Sp1-GFP expression identically to *Sp1*, and can rescue an *Sp1* null mutant. Here we focus on genomic loci that show an intersection between 1) Sp1 and Dll binding events, 2) putative Dll, Sp1, Mad and Pan binding sites, and 3) have accessible chromatin as revealed by FAIRE-seq data for leg discs [37]. 

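Of the 12319 Dll peaks, 5304 shared sequence with an Sp1 peak, which is 43.1% of the list. Of the 9850 Sp1 peaks, 7099 shared sequence with a Dll peak, or 72.1%. A long Dll peak can overlap several Sp1 peaks, and the 2 lists formed 7195 overlapping pairs. Rotation of the Sp1 list gave 476 ± 30.7 overlapped Dll peaks (SD over rotations), so the observed count was 11.1 times the chance count. Rotation of the Dll list gave 554 ± 37.2 overlapped Sp1 peaks, for a ratio of 12.8. No rotation reached either observed count (one-sided circular permutation test, p = 0.001, the smallest that these rotations can give). The choice of chance model moved the ratio for Dll most when every Sp1 peak was moved by 10 to 50 kb, which keeps the local density of peaks and gave a ratio of 6.70. None of the models kept peaks within open chromatin, so a preference of both factors for open chromatin could by itself raise these ratios. Dll peaks that overlapped Sp1 had a median percentile rank of 69.9 within the Dll list by −log10 q, against 38.0 for the others. This difference of 31.9 was larger than the 11.4 that rotations gave on average, where long and strong peaks are also hit more often (two-sided circular permutation test, p = 0.001). For Sp1 peaks the difference in median rank was 18.4, against 4.08 on average after rotation (two-sided circular permutation test, p = 0.001). Rotated lists hit far fewer peaks than the observed lists did, and a difference between medians depends on how many peaks are hit. These rank tests therefore cannot show how much of either difference goes beyond the length of strong peaks. With an overlap of at least 50% of both peaks required, the difference for Dll fell to 11.9, against −2.81 on average after rotation. With the Sp1 peak wholly within the Dll peak it was 37.3, against 25.9. Both stayed past the threshold (two-sided circular permutation tests, p = 0.004 and p = 0.001). The difference for Sp1 was not separable from chance under 2 of the 3 stricter definitions of overlap. The share of overlapped Dll peaks rose from 20.0% in the lowest 10% of the list by score to 85.1% in the highest. Rotations gave 2.85% and 6.20% in these bins.

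**Figure D1:**
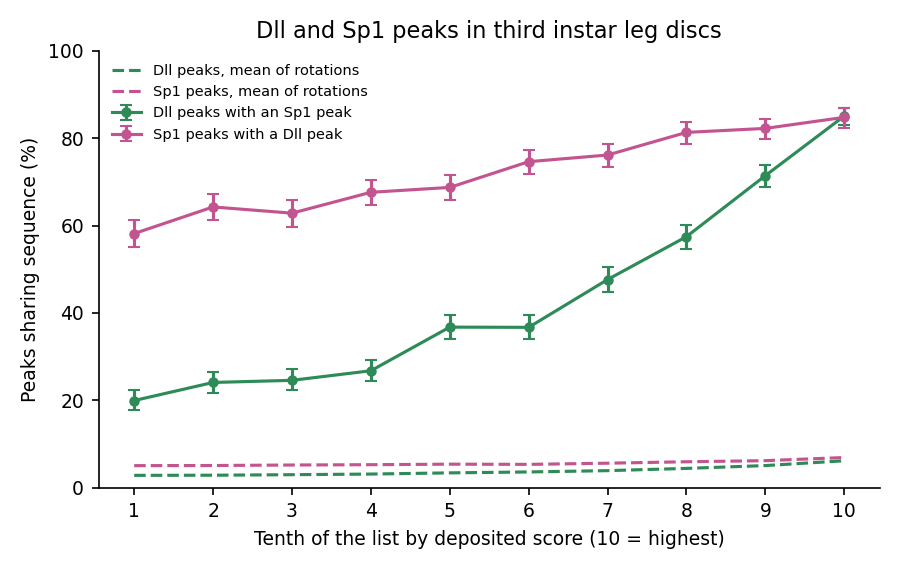
Share of Dll and Sp1 peaks (%) that overlap a peak of the other factor by at least 1 bp, in 10 bins of equal size from the lowest to the highest −log10 q. Bars are 95% Wilson intervals, which treat peaks as independent, and dashed lines are means of 1000 rotations, which stay between 2.85% and 6.94%.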

We found 442 genomic regions that satisfy all six criteria, many of which were close to genes that are expressed in leg discs (S4 Table). In addition, two regions correspond to *vnE* and *Dll*^*M*^, another previously defined CRM of *Dll* (Fig 6C and 6G). 

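Each of the 442 regions in S4 Table overlapped exactly 1 Dll peak and 1 Sp1 peak. All 442 lay inside the segment shared by that pair of peaks, and 339 had the same start and end as the segment. The other 103 were shorter than the segment. The coordinates of 260 regions were those of an Sp1 peak and the coordinates of 6 were those of a Dll peak. The regions had a median length of 388.5 bp, from 84 to 1639 bp. They took up 6.13% of the 7195 shared segments. Segments that held a region were longer than those that did not, with medians of 406 and 133 bp (difference 273 bp, two-sided permutation test with 100000 resamples, p = 1e-05, the smallest it can give). The intersection asked for sites of Dll, Sp1, Mad and Pan within a peak, so longer segments can pass more often and the test cannot show more than that. By −log10 q, the regions lay in Dll peaks with a median percentile rank of 87.8 and in Sp1 peaks with a median rank of 85.0. Segments with a region had mean ranks 13.2 (Dll) and 23.5 (Sp1) above the others. Draws of segments matched on length gave nearly as much, 12.6 and 22.5 on average. S4 Table names 339 genes as nearest to a region and gives no gene for 22 regions. The genes named for 4 or more regions are *jing* with 6, *CG3473* with 5, and *Antp*, *Eip74EF*, *olf413*, *ovo* and *shn* with 4 each. Expression of these genes in leg discs was not analysed here.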

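*vnE* lies at 5859426 to 5860078 on chromosome 3L (dm3, S1 Table) and is wholly inside a Dll peak from 5859068 to 5861195 with a −log10 q of 6.95, at percentile 48.2 of the Dll list. It was overlapped by 2 Sp1 peaks. The first, from 5859538 to 5859736, had a −log10 q of 4.56, and the second, from 5859815 to 5860133, had 5.48. They covered 30.3% and 40.3% of *vnE*. No region of S4 Table shared sequence with these coordinates of *vnE*. The nearest region, from 5860405 to 5861195, begins 327 bp past the end of *vnE*. It lies in the same Dll peak and in a stronger Sp1 peak from 5860308 to 5861376, with a −log10 q of 11.61. The *Dll* fragment of Fig. 6G, *Dll_LE1*, lies at 20701100 to 20702497 on chromosome 2R. Its Dll peak, from 20701016 to 20703076, covers the whole fragment with a −log10 q of 24.23. Its Sp1 peak, from 20701067 to 20702491, had a −log10 q of 33.41, and 2 regions of S4 Table lay within it, from 20701105 to 20701648 and from 20701846 to 20702491.

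**Figure D2:**
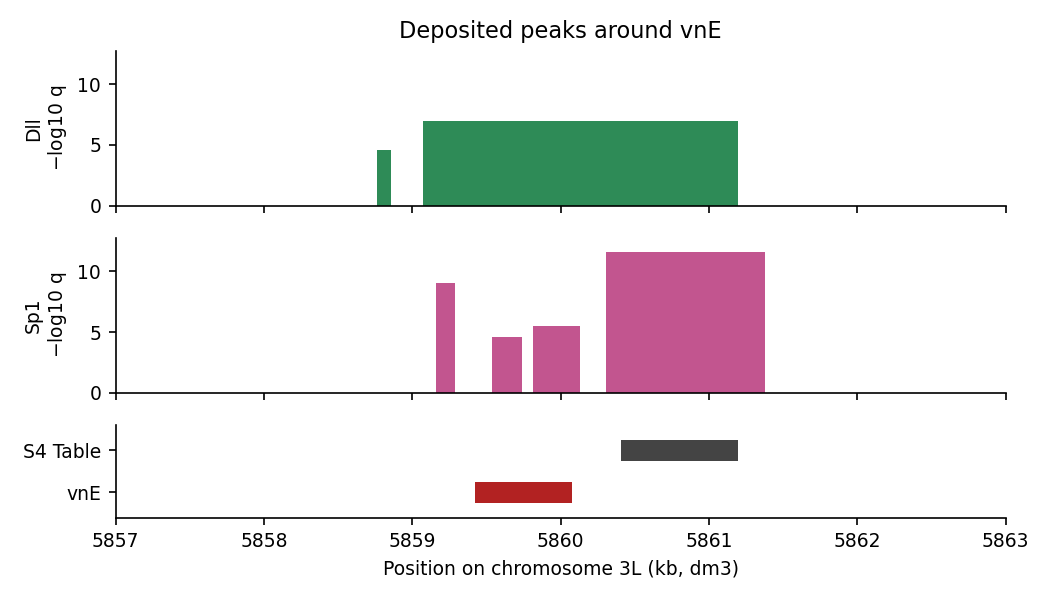
Dll and Sp1 peaks around *vnE* on chromosome 3L (kb, dm3), with bar height showing −log10 q, above the positions of *vnE* from S1 Table and of the region of S4 Table. The region sits 327 bp to the right of *vnE*, and the Dll peak spans both.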

As expected, *rhoE* was not identified because there was no consensus Sp1 binding site in *rhoE*. However, this approach identified a fragment that is within *rhoLLE1* (*rhoLLE1*^*MIN*^) that, when tested in a reporter gene, drove expression in similar ring pattern as *rhoLLE1* (Fig 6E).

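In the peak lists, *rhoE* had neither an Sp1 peak nor a Dll peak, and the same held for the shorter *rhoE[MIN]*, at 1445386 to 1445802 on chromosome 3L. The nearest region of S4 Table began 7078 bp from *rhoE*. The intersection that gave S4 Table asked for peaks of both factors as well as for binding sites, and the sites were not searched here.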

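*rhoLLE1* lies at 1451315 to 1454513 on chromosome 3L and overlapped 2 Dll peaks and 4 Sp1 peaks. The Dll peaks, from 1451347 to 1452364 and from 1452492 to 1453335, had −log10 q values of 18.71 and 19.53, at percentiles 92.5 and 93.5 of the Dll list. The Sp1 peak with the highest −log10 q, 12.42, lay from 1451590 to 1451859. The minimal fragment, listed in S5 Table as *rhoLLEMIN*, lies at 1452932 to 1453327 and is wholly inside the second Dll peak. An Sp1 peak from 1453012 to 1453242, with a −log10 q of 6.45, covered 58.1% of it and has the coordinates of the region in S4 Table. The end of a stronger Sp1 peak, from 1452512 to 1452961 with a −log10 q of 11.09, covered another 7.58%. *rhoLLE2*, at 1467354 to 1471366, overlapped no peak of either factor. The nearest Dll peak was 2551 bp away and the nearest Sp1 peak 3545 bp away.

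**Figure D3:**
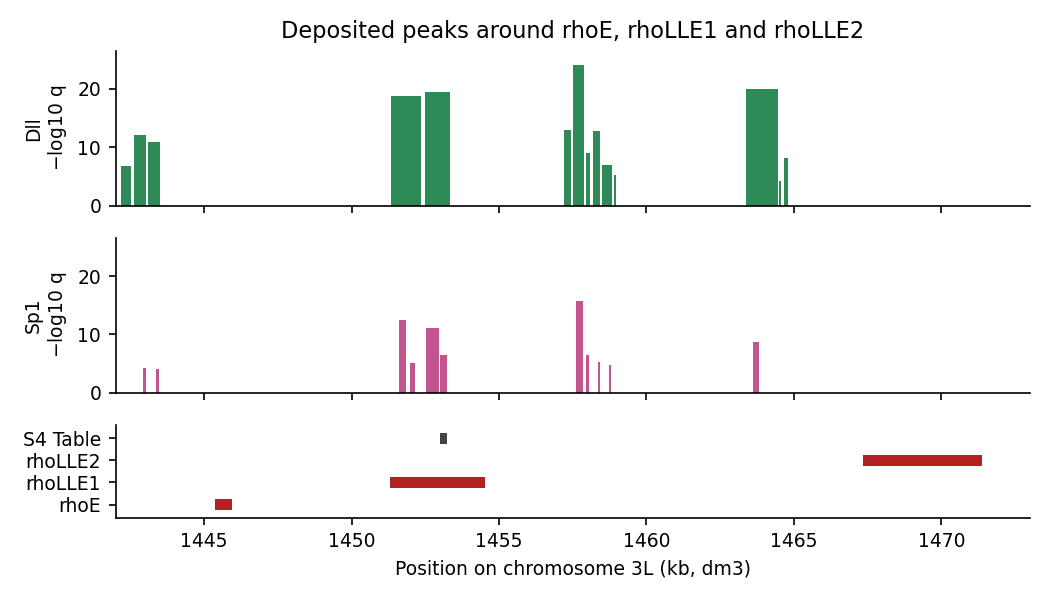
Dll and Sp1 peaks around the *rho* enhancers on chromosome 3L (kb, dm3), with bar height showing −log10 q, above the positions of *rhoE*, *rhoLLE1* and *rhoLLE2* and of the region of S4 Table. *rhoLLE1* holds 2 Dll and 4 Sp1 peaks, while no bar lies over *rhoE* or *rhoLLE2*.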

**Fig 6:**
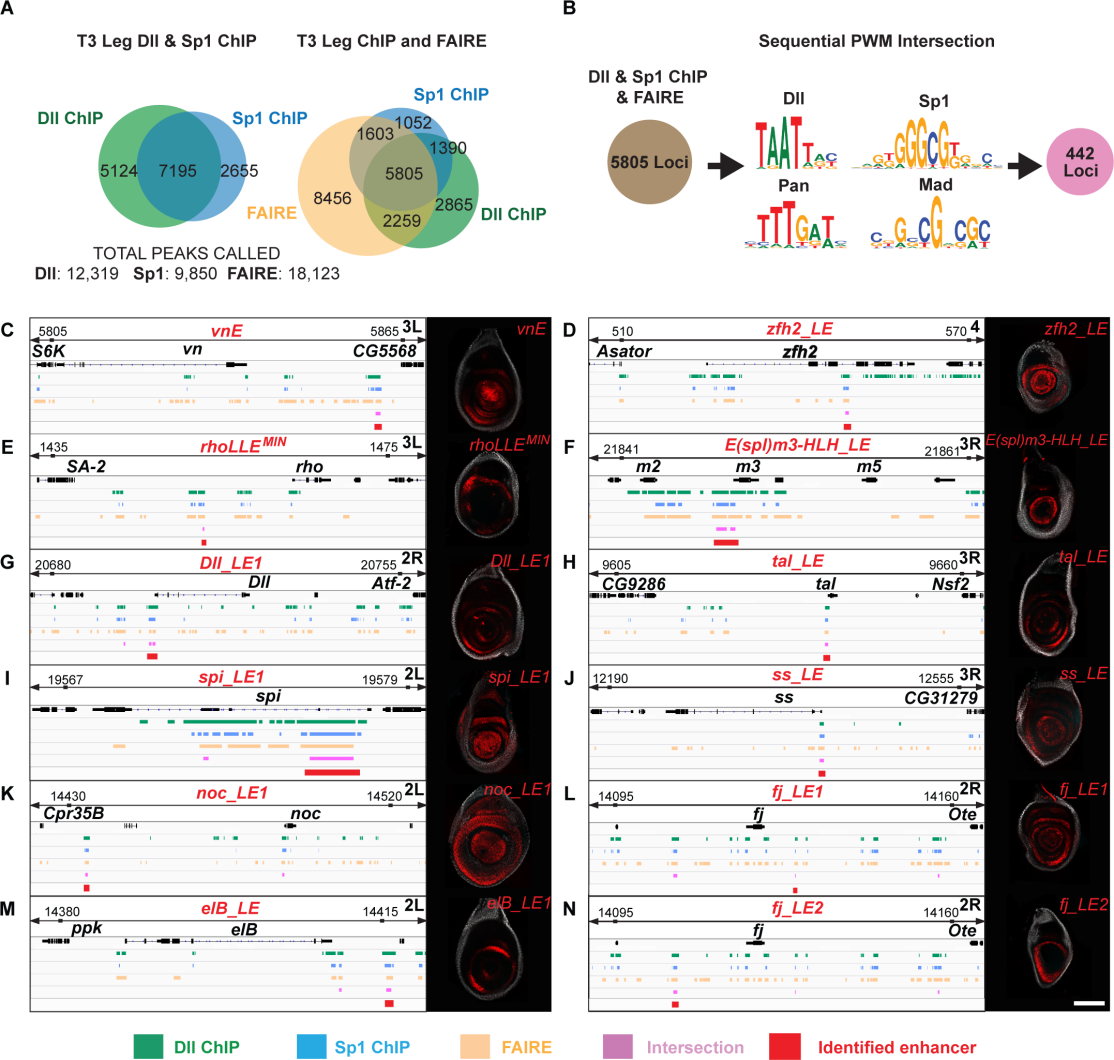
Genome-wide analysis of combinatorial inputs of Dll, Sp1, Wg, and Dpp in leg discs. (A) Venn diagram representing the intersection between Dll ChIP-Seq, Sp1 ChIP-Seq and FAIRE data from third instar leg discs. (B) Schematic representation of bioinformatic intersection between Dll/Sp1 binding events and FAIRE data together with PWMs for Dll, Sp1, Pan and Mad. (C-N) Schematic representation of the binding events at selected genomic loci, the intersections and the expression pattern of tested intersection fragments for: *vnE* (C); *zfh2_LE* (D); *rhoLLE*^*MIN*^ (E); *E(spl)m3-HLH_LE* (F); *Dll_LE1* (G); *tal_LE* (H); *spi_LE1* (I); *ss_LE* (J); *noc_LE1* (K); *fj_LE1* (L); *elB_LE* (M); *fj_LE2* (N).

To validate the larger set of predicted CRMs, we picked 20 additional genomic fragments (23 together with *vnE*, *Dll*^*M*^ and *rhoLL1*^*MIN*^, ~5% of the total 442 intersections) near 11 genes [*Antennapedia* (*Antp*), *four-jointed* (*fj*), *spitz* (*spi*), *disconnected* (*disco*), *tarsal-less* (*tal*), *spineless* (*ss*), *Zn finger homeodomain 2* (*zfh2*), *elbow B* (*elB*), *no-ocelli* (*noc*), *Enhancer of split m3* (*E(spl)m3-HLH*), and *Distal-less* (*Dll*)]. 

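All 23 fragments, which are the 22 of S5 Table and *vnE*, overlapped at least 1 Dll peak and at least 1 Sp1 peak. Of these, 22 also overlapped a region of S4 Table, and the exception was *vnE*. The 23 fragments amount to 5.20% of the number of regions. The best Dll peak of a fragment ranged from a −log10 q of 4.36 at *Dll_LE2* to 47.07 at *elB_LE*, where the peak runs from 14414959 to 14416419 on chromosome 2L. The best Sp1 peak ranged from 4.04 at *disco_In1* to 39.77 at *noc_LE1*, where it runs from 14436720 to 14437376 on chromosome 2L. The fragment of the *zfh2* locus, *zfh2_LE*, at 548034 to 549330 on chromosome 4, covered the only region that S4 Table lists on that chromosome.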

Using this approach, we discovered at least one leg disc enhancer element with a PD bias for each of the genes we tested (Figs 6 and S5; S5 Table), except for *disco*. 

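The fragments *disco_In1* and *disco_In2* on the X chromosome differed in their peaks. *disco_In1*, at 16099480 to 16100419, had weak peaks of both factors, with −log10 q values of at most 5.43 for Dll and 4.04 for Sp1. *disco_In2*, at 16041232 to 16042800, had a Dll peak with a −log10 q of 18.69 and an Sp1 peak with 20.55, at percentiles 92.5 and 96.2 of their lists. Among the fragments with expression, *Antp_LE1*, at 2779900 to 2781129 on chromosome 3R, had lower values than *disco_In2*, with 5.82 for Dll and 5.99 for Sp1. *Antp_In2*, at 2748763 to 2749347 and without leg expression, had 26.34 for Dll and 14.07 for Sp1. The paper takes binding of both factors in accessible chromatin together with sites for Dll, Sp1, Mad and Pan as its prediction, takes expression of a reporter in leg discs as the test, and from the share of fragments with expression proposes a battery of CRMs under the direct input of Wg, Dpp, Dll and Sp1.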

In some cases (*Antp*, *fj*, *spi*, *Dll*, *noc*) multiple fragments generated leg disc expression patterns. Interestingly, we uncovered two leg disc enhancers for the EGFR ligand Spi. 

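*spi_LE1* lies at 19574894 to 19576815 on chromosome 2L. A Dll peak from 19574793 to 19576786 with a −log10 q of 16.25 covered 98.5% of it, and an Sp1 peak from 19575233 to 19576786 with 23.12 covered 80.8%. *spi_LE2*, at 19571487 to 19571968, is wholly inside a Dll peak from 19570972 to 19573450 with a −log10 q of 16.58. Of the 3 Sp1 peaks that overlapped *spi_LE2*, that from 19571643 to 19571821, with a −log10 q of 7.05, has the coordinates of the region in S4 Table. The strongest, with 18.93, lay from 19571950 to 19572227 and covered only 3.73% of the fragment.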

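Leg expression was recorded for 18 of the 23 fragments (78.3%, 95% Wilson interval 58.1% to 90.3%). The authors picked fragments near chosen genes and counted *vnE*, a CRM of *Dll* defined before and part of *rhoLLE1* among them. The interval therefore covers counting error only and does not give a rate for all regions of S4 Table. The best Dll peak had a mean percentile rank of 75.0 ± 29.0 (SD over fragments) for the 18 fragments with expression and 76.1 ± 28.5 for the 5 without (two-sided exact permutation test, p = 0.942). For Sp1 the mean ranks were 85.3 ± 19.0 and 72.1 ± 39.0 (two-sided exact permutation test, p = 0.281). The best Dll peak was 1249 bp long on average in fragments with expression, from 340 to 2478 bp, and 525 bp in the others, from 105 to 1165 bp (two-sided exact permutation test, p = 0.0239). This difference of 724 bp did not pass correction over the 3 measures (Benjamini-Hochberg adjusted p of the exact permutation tests = 0.0718 for length, 0.422 for Sp1 rank and 0.942 for Dll rank). The direction of the difference in Dll rank depended on single loci and on the use of *vnE*, and the difference in Sp1 rank changed sign without the *disco* fragments. Without the *disco* fragments the difference in length was 582 bp.

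**Figure D4:**
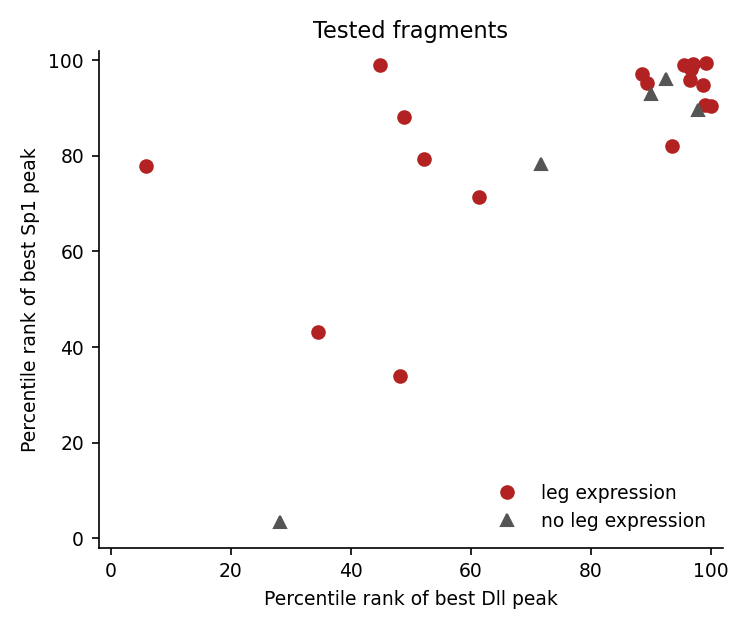
Percentile rank by −log10 q of the best Dll peak (x axis) and the best Sp1 peak (y axis) of each tested fragment, with circles for the 18 fragments with leg expression and triangles for the 5 without. Fragments without expression lie among those with expression, apart from *disco_In1*, which has the lowest Sp1 rank, 3.44.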

Overall, 18 of the 23 tested fragments (78%) are leg enhancers, suggesting that there is a battery of leg disc gene CRMs that drive expression differentially along the leg disc PD axis and are regulated by the direct input of Wg, Dpp, Dll and Sp1.

We also used genome-wide intersection criteria that excluded Sp1 as a factor, thus following the *rhoE* regulatory logic. Not surprisingly, this dataset was much larger (3809 loci), making it difficult to validate experimentally. Nevertheless, it also seems to predict enhancer loci because, in addition to *rhoE*, some of the identified regions corresponded to previously identified leg CRMs such as *Dll DKO* [38], *Dll LL* [39], and enhancer elements identified in genome-wide tiling studies [40].

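Of the 12319 Dll peaks, 7015 shared no sequence with an Sp1 peak. This number is a count of peaks before any requirement for open chromatin or binding sites, which were not used here. A set that ignores Sp1 can hold Dll peaks with and without an Sp1 peak, so all peaks of the Dll list could enter it. The count rose to 8142 when an Sp1 peak had to lie wholly within the Dll peak to count as shared, and to 10353 when the overlap had to span at least 50% of both peaks. It was 1933 in the top 25% of each list, where fewer peaks enter.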

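In the Dll list, the peak nearest to *rhoE* lay from 1443105 to 1443497 on chromosome 3L, with a −log10 q of 10.85, and ended 1881 bp from *rhoE*. No Dll peak shared sequence with *rhoE* itself. *ruLLE*, at 1367706 to 1369173 on the same chromosome, also had no Dll peak, and the nearest was 351 bp away. The positions of *Dll DKO* and *Dll LL* were not used here.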

## Discussion

### Multiple sources of short-range EGFR signaling during fly leg development

The EGFR signaling pathway is widely used in animal development, and is frequently a target in human disease and developmental abnormalities [reviewed in 41]. Yet despite its importance in animal biology, many questions remain about how this pathway functions. Among these questions is whether secreted ligands that activate this pathway can induce distinct cell fates in a concentration-dependent manner. Here, we test this idea by specifically eliminating a single source of EGFR ligands from the center of the *Drosophila* leg imaginal disc, which fate maps to the distal-most region of the adult leg. One plausible scenario is that this single source of secreted EGFR ligands, which we refer to as the EOC, activates distinct gene expression responses at different distances from this source. Alternatively, eliminating ligands secreted from the EOC might only affect gene expression locally, close to or within the EOC. Taken together, our data are most consistent with the second scenario (Fig 7). This conclusion is largely supported by our observations that CRM deletions that eliminate *vn* and *rho* expression from the EOC have mild developmental consequences, both in the L3 leg imaginal discs and adult legs. These phenotypes are significantly weaker than those generated when the entire EGFR pathway is compromised using a temperature sensitive allele of the EGFR receptor. The difference between these two phenotypes is most likely explained by removing only a single source of EGFR ligands in the enhancer deletion experiments versus affecting EGFR signaling throughout the leg disc in the *Egfr*^*tsla*^ experiments. This explanation is further supported by our observation that there are indeed additional CRMs, some of which we define here, that drive EGFR ligand production in more medial ring-like patterns during the L3 stage.

**Fig 7:**
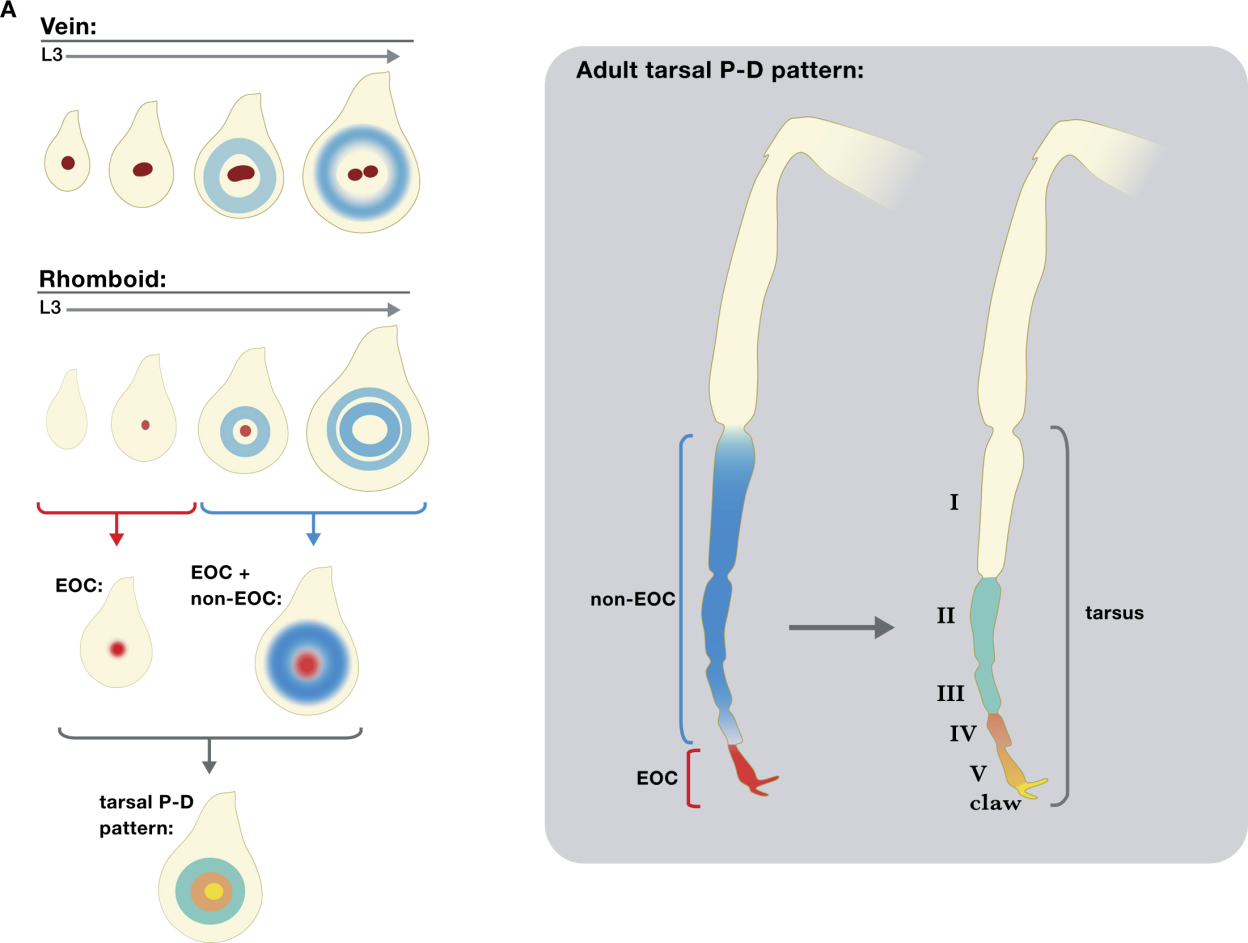
Summary of PD axis patterning by EGFR. Schematic representation of EOC and non EOC sources of EGFR activation along the PD axis in leg discs (A) and adult legs (B).

One possible caveat to these conclusions is that there are a total of seven *rho*-like protease genes in the *Drosophila* genome that could, in principle, play a role in distal leg development. We focused on *rho* and *ru*, based on previous results [11, 14] showing that triple *rho ru vn* clones generate severe leg truncations that phenocopy strong *Egfr*^*tsla*^ truncations. In addition, we note that if other *rho* family proteases were active in the EOC, we would not expect to see leg truncations and patterning defects in the leg discs of the *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutant, because those proteases should be able to produce active Spi. These observations suggest that the remaining five *rho*-like protease genes play a minor (or no) role in leg development. However, this conclusion will ultimately benefit from further genetic and expression analysis of these additional *rho*-like genes.

An additional previous observation that contrasts with the suggestion that EOC activity has only a limited role in specifying distal leg fates is the partial rescue of the PD axis when only a small number of distal leg cells were wild type in legs containing large *rho ru vn* clones [11]. However, we note that even in these ‘rescued’ legs, medial defects in PD patterning were apparent. It is also noteworthy that in these earlier experiments, only adult legs were examined. When we repeated the same experiment, but analyzed L3 discs, we found that *rho ru vn* clones generated phenotypes that were very similar to those produced by our double *vnE rhoE* enhancer deletions. Taken together, these observations suggest that timing must be considered in the interpretation of these experiments. When assayed at the late L3 stage, both our enhancer deletion and *rho ru vn* clone experiments argue that EOC activity is limited to specifying only the most distal fates, marked by the expression of *al* and *C15*. Starting in mid L3, and perhaps continuing into pupal development, there are additional sources of EGFR ligands [14] that, when compromised, can affect adult leg morphology. Nevertheless, at least at the L3 stage, these data suggest that EGFR ligands produced from the EOC have a limited and local role in specifying distal leg fates (Fig 7).

### *cis*-regulatory networks during leg development

Integration of inputs from signaling pathways and organ selector genes at CRMs in order to execute distinct developmental programs is a recurrent theme during animal development (reviewed in [42]). Here, we identified two leg EGFR ligand CRMs that integrate the inputs from the Wg and Dpp signaling pathways and the leg selector genes Dll and/or Sp1 in a manner that is very similar to a previously characterized leg enhancer *DllLT* [9]. In addition, when we applied the same regulatory logic to the whole genome, we identified a battery of leg enhancer elements (Fig 6). Interestingly, each of these enhancers drives expression in a specific manner with slightly different timing despite the fact that many of the inputs are shared. It is conceivable that the different expression patterns directed by these enhancers are in part a consequence of additional inputs and/or the difference in the TF binding site grammar. In support of this idea, *vnE* and *rhoE* differ in the number of binding sites for many inputs and *vnE* requires Sp1 while *rhoE* does not. Both of these differences may contribute to the earlier onset of *vnE* expression compared to *rhoE*. The remaining enhancer elements identified in this study direct a plethora of PD-biased leg expression patterns–ranging from ubiquitous, to central and ‘ring’ patterns (Fig 6), which likely integrate inputs in addition to the ones described here. Future studies of these CRMs would help reveal the complex network of regulation that orchestrates leg development in the fruit fly. Such detailed understanding of the *cis*-regulatory architecture of fly leg development would likely give insights into organogenesis and evolution in other animals as well.

### *cis*-regulation of EGFR signaling and cancer

The EGFR signaling pathway has tremendous oncogenic potential and understanding the various mechanisms regulating its activation is not only interesting from the point of view of animal development but also has important practical implications. While the core components of the EGFR pathway have been thoroughly studied because of their potent tumorigenic capability in humans [reviewed in 43], little is known about the transcriptional regulation of EGFR ligands that bind the receptor and activate the pathway. The reiterative use of EGFR signaling in many developmental processes implies that different *cis*-regulatory elements are likely utilized by each EGFR ligand in different organs and tissues in order to correctly read the diverse cues in any specific developmental context. It is conceivable that genomic variation in EGFR pathway CRMs might lead to a predisposition to different types of EGFR-dependent tumors in humans, since such CRMs may respond to potent growth-promoting signaling pathways, such as Wnt and BMP.

In this study, we characterized in detail two *Drosophila* EGFR CRMs, *vnE* and *rhoE*, and showed how they integrate the cues from two transcription factors, Dll and Sp1, and two signaling pathways, Wg and Dpp, in order to execute a leg patterning developmental program. Analogous EGFR CRMs are likely to exist in mammals, especially because complex interactions between BMP, Wnt, Shh, multiple Dlx paralogs and other factors, are implicated in the induction of FGF signaling in mammalian limb development. Consistent with this idea, specific single nucleotide polymorphisms (SNPs) in humans in non-coding loci of genes encoding EGFR ligands have been shown to be associated with different types of cancer [44–46]. Such loci may be enhancer elements analogous to *vnE* and *rhoE*. We also note that the regulatory logic uncovered here is likely to be relevant to many CRMs and genes that share spatial and temporal expression programs. Exploiting this regulatory logic in other systems might streamline the identification of enhancer elements that will aid in the discovery of mechanisms that are relevant to EGFR-related human disease and developmental birth defects.

## Materials and methods

### Drosophila genetics

The following mutant alleles and enhancer trap alleles were used in this study: *arr*^*2*^, *btd*^*XA*^, *cic*^*Q474X*^, *cic*^*P[PZ]08482*^, *dac*^*p7d23*^ (*dac-Gal4*), *Dll*^*SA1*^, *Dll*^*em212*^ (*Dll-Gal4*), *Egfr*^*tsla*^, *Egfr*^*f24*^, *grk*^*ΔFRT*^, *Krn*^*27-7-B*^, *Mad*^*1-2*^, *pnt*^*Δ88*^, *rho*^*7M43*^, *ru*^*1*^, *ru*^*inga*^, *Sp1*^*HR*^ (shared ahead of publication, [47]), *spi*^*SC1*^, *spi*^*Df(2L)Exel8041*^, *vn*^*L6*^, *vn*^*GAL4*^. Transgenic alleles used for *in vivo* clonal ectopic expression of genes were: *UAS-arm*^*ΔN*^, *UAS-tkv*^*QD*^, *UAS-Dll*.

To perform RNAi knockdown of *vein* and *spitz* the following strains were used: *UAS-vn*^*RNAi*^ *(TRiP*.*HMC04390)/CyO*, *Dfd*:*EYFP; UAS-spi*^*RNAi*^ *(TRiP*.*HMS01120)* crossed to either *Dll-GAL4 (Dll*^*em212*^*)*, *spi*^*Df(2L)Exel8041*^*/ CyO*, *Dfd-EYFP; vn*^*L6*^*/TM6B*, or *spi*^*Df(2L)Exel8041*^*/CyO*, *Dfd-EYFP; vn*^*GAL4*^*/TM6B* (*vn*^*GAL4*^ is a null allele [48]). Crosses were raised at 18°C, then shifted to >25°C at the start of L3. For assessment of larval phenotypes, crosses remained at 25°C until fixation and dissection as wandering larvae. For assessment of adult leg phenotypes, crosses were returned to 18°C after 24h until eclosion.

For generation of mutant clones that encompass the entire *Dll*-expressing leg disc region a *yw; Dll-Gal4 (Dll*^*em212*^*)*, *UAS-Flp; Ubi-GFP M- y+ FRT80B/C(2L;3R)Tb* strain was crossed to a corresponding FRT80B-containg mutant strain (*ru*^*inga*^ *rho*^*rhoE-Df*^ *vn*^*L6*^ or *ru*^*1*^ *rho*^*7M43*^ *vn*^*vnE-Df*^). For Flp-FRT inducible mitotic recombination and subsequent mosaic clonal analysis fly larvae were heat-shocked at 48h post egg laying (PEL), 72h PEL or 90h PEL and dissected for staining as crawling stage larvae at around 120h PEL. For generation of Flp-FRT mitotic recombination clones, larvae were heat-shocked for 40 minutes at 37°C. Mitotic recombination clones were generated using the following strains: *w hs-Flp*^*1*.*22*^ Ubi-RFP FRT19A, *yw hs-Flp*^*1*.*22*^*; Ubi-GFP FRT40A /CyO; E/TM6B*, *yw hs-Flp*^*1*.*22*^*; FRT42D Ubi-GFP/CyO; E/TM6B*, *yw hs-Flp*^*1*.*22*^*; E/CyO; Ubi-GFP FRT80B /TM6B*, *yw hs-Flp*^*1*.*22*^*; E/CyO; FRT82B Ubi-GFP/TM6B*, *yw hs-Flp*^*1*.*22*^*; FRT42D M- hs-GFP/CyO; E/TM6B*, *yw hs-Flp*^*1*.*22*^*; E/CyO; Ubi-GFP M- FRT80B/TM6B*. The corresponding strains carrying mutant alleles were used in crosses for generation of mutant clones in the resulting progeny. *E* in these genotypes designates either *vnE-lacZ* or *rhoE-lacZ* inserted in landing sites 51D or 86Fa on chromosome II and III, respectively. To induce GFP expression in larvae marked with *hs-GFP*, an additional heat-shock was given 1 h before dissection for 20 min to 1 hour at 37°C.

The following strains were used for MARCM experiments where *E* designates either *vnE-lacZ* or *rhoE-lacZ* inserted in site 86Fa: *yw hs-Flp*^*1*.*22*^ *tub-Gal4 UAS-GFP; tub-Gal80 FRT40A/CyO; E/TM2*, *yw hs-Flp*^*1*.*22*^ *tub-Gal4 UAS-GFP; FRT42D tub-Gal80/CyO; E/TM2*, *yw; Mad*^*1-2*^ *FRT40A; UAS-Dll/C(2L;3R)Tb*, *yw; FRT42D arr*^*2*^*; UAS-Dll/C(2L;3R)Tb*, *yw; FRT42D Dll*^*SA1*^*; UAS-arm*^*ΔN*^*/C(2L;3R)Tb*, *yw; FRT42D Dll*^*SA1*^*; UAS-tkv*^*QD*^*/ C(2L;3R)Tb*, *yw; y+ FRT40A; UAS-Dll/C(2L;3R)Tb*, *yw; FRT42D y+; UAS-Dll/C(2L;3R)Tb*, *yw; FRT42D y+; UAS-arm*^*ΔN*^*/C(2L;3R)Tb*, *yw; FRT42D y+; UAS-tkv*^*QD*^*/ C(2L;3R)Tb*.

For all *in vivo* clonal experiments, at least 20 examples of discs with clones of the correct genotype were examined, which is typical for experiments of this type, and more than one independent experiment was carried out for each tested genotype.

### Plasmids and transgenes

All wildtype and mutagenized *enhancer-reporter* transgenic constructs were made using the *lacZ* reporter vector pRVV54 as an acceptor vector [49]. Coordinates of the genomic fragments PCR-amplified in the enhancer bashing experiments are listed in S1 and S5 Tables. The ΦC31 system was used for transgenesis and plasmids were introduced in landing sites 51D or 86Fa [50].

Site-directed mutagenesis of the *vnE* and *rhoE* enhancers was performed according to the QuikChange II protocol (Agilent Technologies). *vnE* and *rhoE* enhancers were first introduced in pBluescript SK+ vector for site-directed mutagenesis and the resulting mutated enhancers were consequently transferred to pRVV54 for *in vivo* analysis in the fruit fly. Primers used for mutagenizing of putative binding site are listed in S3 Table.

Plasmids for recombinant protein production were made by introducing cDNA sequences into pET21 series vectors (Novagen-EMD Millipore) and their derivatives, resulting in C-terminally tagged His proteins. Primers used to generate Dll-His (full-length Dll), Sp1^Zn-finger^-His (only the Zn-finger domains; used for confirming *in vitro* binding to Sp1 sites), Sp1^424AA^-His (used to examine cooperativity with Dll), Mad^MH1^-His (only the MH1 domain) and Pan^HMG^-His (only the HMG domain) vectors are listed in S2 Table.

### CRISPR/Cas9 alleles

The *vnE* and *rhoE* CRISPR/Cas9 alleles were generated by using pCFD4 vector for driving gRNA expression [18] and a germline-expressing Cas9 donor strain for plasmid mix injection [19]. The following sequences were used as gRNAs for generation of the *vnE*^*Df*^ allele: CGATTTTAATGCGAAAGCTA and TTTGGCTTTCAACGCTTAAT. The following sequences were used as gRNAs for generation of the *rhoE*^*Df*^ allele: GAGCCGAGGGCACAAATTGA and ATGATGATGATGTATTGCCC. We created a vector containing a cassette with *P3-RFP* [50] and *FRT(F5)-hs-neo-FRT(F5)* selectable markers flanked by minimal inverted ΦC31 [51] attP sites (pRVV613) [52]. This vector was used for insertion of upper and lower homologous arms for generation of donor vectors for creation of platforms for cassette-exchange. Primers used for PCR-amplification of the homologous arms are listed in S2 Table. *vnE* and *rhoE* pCFD4-based gRNA vectors (250ng/μl) were co-injected with the corresponding *vnE* and *rhoE* homologous arm donor cassette vectors (500ng/μl) and resulting flies were screened for P3-RFP expression. To generate *rhoE* deletion allele in the background of *ru*^*inga*^, injections to generate the *rhoE*^*Df*^ were repeated in a *nos-Cas9/CyO; ru*^*inga*^*/TM3* strain. Positive fly lines were verified by PCR for correct insertion of the donor cassettes. Deletion alleles without *P3-RFP* were generated through RMCE by injection with an empty multiple cloning site vector containing inverted ΦC31 attB sites (pRVV578) [52]. The *P3-RFP*-containing and -non-containing enhancer deletion alleles exhibited identical expression patterns and phenotypes. The WT *vnE*, *rhoE* and the *D*. *virilis vnE* enhancers were cloned into pRVV578 and resupplied by RMCE in a similar manner (primers are listed in S2 Table).

### Protein assays

Recombinant proteins were expressed in BL21 (DE3) cells (Agilent Technologies) through IPTG induction for 4h. Proteins were subsequently purified through Cobalt chromatography with TALON Metal Affinity Resin (Clontech, #635501). EMSA gels were performed as previously described [53].

### Immunohistochemistry and adult leg analysis

Immunostainings of fly imaginal discs was performed by standard protocol. The following antibodies were used in this study: rabbit anti-β-galactosidase (Cappel), mouse anti-β-galactosidase (Sigma-Aldrich, #G4644), guinea pig anti-Dll [9], rat anti-Sp1, guinea pig anti-Hth [54], mouse-anti-GFP (ThermoFisher Scientific, #A11121), rat anti-C15 [15], rat anti-Al [6], rat anti-BarH1 [55], rabbit anti-BarH1 [56], mouse anti-Dac [57]. AlexaFluor488-, AlexaFluor555-, and AlexaFluor647-conjugated secondary antibodies from ThermoFisher Scientific or Jackson ImmunoResearch Laboratories were used at 1⫶500 dilution.

Adult legs were dissected, mounted, and analyzed by light microscopy. All adults of the relevant genotype that eclosed within an 8-hour period were scored. Roman numerals in the figure legends indicate the tarsal segments present in each phenotypic class (with the distal most segment perturbed). For example, a truncation designated as I-III means that tarsal segments I, II and III were present, with segment III partially defective (e.g. Fig 2P). n refers to the number of individual legs scored. The number of legs examined for each genotype is reported in the figures and figure legends.

### *In situ* hybridization

To generate vectors for *in situ* probes *vn*, *ru*, *spi*, *Krn*, and *grk* DNA sequences were amplified from genomic DNA and *rho* DNA sequence was amplified from cDNA clone (LD06131; DGRC clone #3528) using primers listed in S2 Table. DNA fragments were cloned into pBluescript SK+ (Agilent Technologies).

RNA antisense probes were transcribed with either T3 or T7 RNA polymerase (depending on the cDNA sequence orientation in the vectors listed in S2 Table) and labeled using DIG UTP mix (Sigma, #11175025910). Sense RNA probes were used as negative controls. *rho* probes were then hydrolized for 30 minutes at 60°C as previously described [58]. Third instar larvae were dissected in cold 1xPBS and fixed for 16h at 4°C in 4% PFA + 2mM EGTA. *In situ* hybridization was then performed as previously described [58] and signal was developed in BM-Purple AP substrate (Sigma #11442074001) after staining with anti-DIG -AP antibody at a concentration of 1:2000 (Roche #1093274). Multiple (≥10) discs were examined for each time point, probe, and genotype.

### Fluorescence quantification

Mid-third instar larvae carrying wild-type or mutant *vnE-* or *rhoE-lacZ* reporter constructs were raised, fixed, stained and imaged in parallel according to standard immunohistochemical protocols. Average fluorescence was measured for the area within the central/tarsal domain of all unobstructed leg imaginal discs using ImageJ software (http://rsb.info.nih.gov/ij) and reported as the ratio of β-gal:Dll (staining control) in arbitrary units (AU). Ordinary one-way ANOVA adjusted for multiple comparisons (Dunnett's test) were performed and graphed in Prism software (graphpad.com) to compare wild-type fluorescence to mutant enhancer genotypes where ns = not significant, * = p≤ 0.0332, ** = p≤ 0.0021, *** = p≤ 0.0002 and **** = p<0.0001 (adjusted p-values). n refers to the number of individual leg discs scored. The number of leg discs scored for each genotype is reported in the figure legends.

### Chromatin IPs

Triplicate pools of 100 *yw* and 100 *Sp1-GFP*^*BAC*^ L3 wandering larvae were used to perform independent chromatin IPs as previously described [59]. The *Sp1-GFP*^*BAC*^ is a GFP-tagged Sp1 in BAC clone CH321-64M02 inserted in landing site VK00033 (gift from Dr. Rebecca Spokony). All 6 leg discs from each larva were used as material for each IP. Chromatin from the *yw* larvae pools was immuno-precipitated with goat anti-Dll antibody (sc-15858, Santa Cruz Biotechnology, 1.5 μg/ml for IP) while chromatin from the *Sp1-GFP*^*BAC*^ larvae pools was immuno-precipitated with rabbit anti-GFP antibody (ab290, Abcam, 1∶300 dilution for IP). DNA from non-immunoprecipitated 10% chromatin input was isolated from each pool as reference control. Both control and immunoprecipitated DNA samples were prepared for Illumina sequencing using the Epicentre Nextera DNA Sample Preparation Kit and sequenced on an Illumina HiSeq 2000 according to the manufacturer's specifications. Experiments were performed in duplicate and peak calling was based on merged reads for duplicate ChIPs. Sequences were aligned to the Drosophila genome using the Burrows-Wheeler Aligner and ChIP-seq peaks were called using MACSv2 [60, 61]. Peak regions were defined using a p-value cutoff of 1.00e-02, but only those peaks passing a more stringent q-value cutoff of 1.00e-04 were used for further analysis. Datasets generated in this study are available at the Gene Expression Omnibus (GEO): accession number GSE113574.

### Bioinformatic intersection analysis

PWMs for Dll, Sp1, Pan, and Mad were extracted from The Fly Factor Survey Database using the command *grep* within the MotifDb Bioconductor/R package. To generate BED files containing position information for each of the above PWMs, the *matchPWM* command from the Biostrings Bioconductor/R package was used. In-house code was used to run the command iteratively through the chromosomes (using DM3 build). Only hits above a minimum score of 80% were retained. IGVtools within the Integrative Genomics Viewer (IGV) was used to sort and index the BED files prior to intersection. Intersections of all BED files (derived from PWM analysis and ChIP-seq and FAIRE peak calling analysis) were done using Bedtools2 run locally from the command line. ChIP-seq peaks for Dll and Sp1 were first intersected with the FAIRE peaks. The product of this intersection was then sequentially intersected with each of the PWM files, always returning the peak coordinates from the initial file. The command *intersectBed* was used with options: -wa, -F 1.0, -u. To determine the gene nearest to each of the intersected ChIP peaks, packages within R/Bioconductor were used. The annotation package TxDb.Dmelanogaster.UCSC.dm3.ensGene was downloaded and annotated transcripts extracted. The *distanceToNearest* function was used to find the nearest annotated transcript to each of the ChIP Peaks. In-house R script was then used to generate the table containing the coordinates of the ChIP peaks, as well as the nearest annotated gene (S4 Table).

## Supporting information

S1 Fig Expression pattern of additional *rho* enhancers, EGFR ligands and ligand-processing proteases. (A-B) Expression pattern of *vnE* (A) and *rhoE* (B) in third instar eye-antennae discs. (C-D) Expression pattern of (C) *rhoLLE1* and (D) *rhoLLE2* throughout leg disc development. (E) Schematic representation of *ru* genomic locus with enhancer bashing results. Fragments represented in tan did not drive expression in leg discs. (F-H) Expression pattern of *ru* from in situ (F), *ru*^*inga*^ (G) and *ruLLE* (H). (I) Schematic representation of *spi* genomic locus with enhancer bashing results. (J-K) Expression pattern of *spi* from in situ (J) and *spi-lacZ* reporter construct (K). (L) Schematic representation of *Krn* genomic locus with enhancer bashing results and *Krn*^*27-7-B*^ mutant. Fragments represented in tan did not drive expression in leg discs. (M) Expression pattern of *Krn* from in situ. (N) Schematic representation of *grk* genomic locus with *grk*^*ΔFRT*^ mutant. (O) Expression pattern of *grk* from in situ.
(TIF) Click here for additional data file.

S2 Fig Additional genetic analysis of *vn*^*vnE-Df*^, *rho*^*rhoE-Df*^ and other EGFR-activating components. (A) Expression pattern of C15 and Al in *vn*^*vnE-Df*^ mutant. (B) Adult leg of *vn*^*vnE-Df*^ mutant. Filled arrowhead indicates intact pretarsal claw. (C) Expression pattern of C15 and Al in *rho*^*rhoE-Df*^ mutant. (D) Adult leg of *rho*^*rhoE-Df*^ mutant. Filled arrowhead indicates intact pretarsal claw. (E) Expression pattern of Al and BarH1 in WT (*rho*^*rhoE-Df*^ *vn*^*vnE-Df*^/+) and (F) *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ double mutant. (G) Expression pattern of C15/Bar/Dac in WT (*rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ *Krn*^*27-7-B*^/+) and (H) *rho*^*rhoE-Df*^ *vn*^*vnE-Df*^ *Krn*^*27-7-B*^ triple mutants. (I-J) *spi vn* double RNAi driven by *vn-GAL4*. Expression pattern of C15 and BarH1 in third instar leg discs (I) and adult leg (J). Open arrowhead indicates absent pretarsal claw). (K-L) Expression pattern of *ru*^*inga*^*-lacZ* in *ru*^*inga*^ *rho*^*rhoE-Df*^*/+* (K) and *ru*^*inga*^ *rho*^*rhoE-Df*^/ *rho*^*rhoE-Df*^ (L) leg imaginal discs.
(TIF) Click here for additional data file.

S3 Fig Additional genetic analysis of *vnE* and *rhoE* inputs. (A) *vnE*- or (B) *rhoE*-driven *lacZ* expression in *Dll*^*SA1*^ mutant clones generated at 90h PEL. (C-E) *vnE*-driven *lacZ* expression in wing discs in *Dll* ectopic overexpression clones in WT background (C); *Dll* ectopic overexpression clones in *arr*^*2*^ mutant background (D); *Dll* overexpression clones in *Mad*^*1-2*^ mutant background (E); (C-E) clones were generated at 48h PEL. (F-G) *vnE*-driven *lacZ* expression in leg discs of *Sp1*^*HR*^ mutant animals (F); *Sp1*^*HR*^ mutant clones generated at 72h PEL (G). (H) *rhoE*-driven *lacZ* expression in leg discs of *Sp1*^*HR*^ mutant animals. (I-J) *vnE*- (I) or *rhoE-* (J) driven *lacZ* expression in *btd*^*XA*^ mutant clones generated at 48h PEL. (K) *cic-lacZ* expression in leg discs. (L-M) *vnE*- (L) or *rhoE*- (M) driven *lacZ* expression in leg discs with *cic*^*Q474X*^ mutant clones generated at 48h PEL.
(TIF) Click here for additional data file.

S4 Fig Expression of partially mutant *vnE* and *rhoE* reporter genes. (A, C, E) *vnE*- (A) and *rhoE-* (C, E) driven expression of WT and intermediately mutant CRMs. (B and D) schematic representation of binding sites in *vnE* and *rhoE*, respectively. Mutated sites for the CRM-reporter genes shown in A, C, and E are indicated by the *, † and ‡. (F) Quantification of expression levels; fluorescence was calculated as a ratio of β-gal:Dll intensity in the center of the discs (see Methods for details). WT *rhoE*^*MIN*^ n = 23, 6xDll n = 14, 1xDll n = 18, 5xDll n = 27 where n indicates number of leg discs analyzed.
(TIF) Click here for additional data file.

S5 Fig Additional identified enhancers. Schematic representation of identified genomic loci and the expression patterns they drive in reporter genes from *Dll_LE2* (A); *spi_LE2* (B); *noc_LE2* (C); *Antp_LE1* (D); *Antp_LE2* (E); *Ote/fj_LE* (F).
(TIF) Click here for additional data file.

S1 Table Enhancer bashing. (XLSX) Click here for additional data file.

S2 Table Oligos and vectors. (XLSX) Click here for additional data file.

S3 Table *vnE* and *rhoE* transcription factor binding sites and mutagenesis. (XLSX) Click here for additional data file.

S4 Table Intersections from bioinformatic analysis. (XLSX) Click here for additional data file.

S5 Table Tested intersection fragments. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

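Larval leg disc chromatin was precipitated for Dll and, through a GFP tag, for Sp1. The labels list 3 ChIP libraries and 1 input library for each factor. The authors aligned the reads, called peaks with MACS on merged libraries against input, and deposited 1 list of peaks per factor with the −log10 q value of each peak. Both lists begin at a −log10 q of 4, and the smallest gap between neighbouring peaks of a list is 51 bp. Chromosome names and the coordinates of the supplementary tables are those of dm3. Peak coordinates are printed as the lists give them. The lists do not state whether starts are counted from 0 or from 1. They were read as counted from 0, and positions from S1 and S5 Tables as counted from 1.

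No reads were processed again. The lists were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Peaks overlapped when they shared at least 1 bp. Chance was measured with 1000 rotations of each chromosome arm, within the span of both lists on the arm, which keeps peak lengths and spacing. Percentile ranks were taken within each list from the authors' −log10 q values, with tied values given their average rank. Tested fragments were compared with two-sided exact permutation tests over all 33649 splits into groups of 18 and 5, with Benjamini-Hochberg adjustment over the 3 measures. A fragment was given its best overlapping peak, and a fragment with no peak would have been given rank 0. Lengths of shared segments were compared with 100000 resamples. Shares of peaks or fragments have 95% Wilson intervals, which cover counting error only and treat peaks as independent.

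The overlap and rank tests were tested on simulated data first. In 200 pairs of simulated lists of 400 peaks with overlaps planted, the planted number was recovered in all 200, and all 200 had p under 0.05. In 200 unrelated pairs, the overlap test gave p under 0.05 in 4 and the rank test in 5, and the median ratio to chance was 1.01. All peaks of a simulated list had the same width and scores unrelated to it. The rank test was thus not tested on lists where longer peaks score higher. An earlier form of the simulation placed both lists on a shared grid, which rotation does not keep, and it was replaced after its unrelated pairs gave ratios under 1.

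The conditions, tests and 52 alternatives were written down before the data were examined, and 6 alternatives were added afterwards. Loci were named by a rule set at the same time: every named enhancer of S1 Table and fragment of S5 Table, the other fragments of S1 Table as counts, the 3 peaks with the highest score in each list, and genes that S4 Table gives as nearest to 4 or more regions. All 339 gene names of S4 Table were found in a RefSeq gene table of a later genome release, from which no coordinates were taken. The FAIRE-seq peaks, the motif positions and the dm3 sequence and gene annotation were not used here, so the complete intersection was not repeated. Since the peaks come from merged libraries, there is no replicate spread, and since the lists hold no read counts, the depth of the libraries is unknown. An absent peak means that no call passed the authors' threshold.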

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

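The tests of chromosome 4 and the comparison of the strongest Sp1 peaks with the rest of the list were chosen only after these results were seen, as was the distance of 10 kb. The test for neighbouring Dll peaks was chosen before its result was seen.

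Dll peaks on chromosome 4 stand out as a signal in peaks the paper does not discuss. Chromosome 4 held 523 Dll peaks, or 447 per Mb of the span covered by peaks, against 98.8 per Mb on the other 5 arms, a ratio of 4.52. Of these, 471 had no Sp1 peak, and only 9.94% had one, against 44.5% on the other 5 arms. Weak calls near the threshold would rank low within the list, but the median percentile rank was the same as on the other arms (difference 0, one-sided permutation test with 10000 resamples, p = 0.761), with mean ranks of 50.1 for both. Broad domains cut into several calls by gaps of up to 500 bp are argued against as the whole cause, since after joining peaks within 500 bp the relative density was 2.40 (exact Poisson interval 2.03 to 2.83). Joining lowers the count more wherever peaks are denser, so the part of the excess that such calls make up was not measured. The share of the chromosome covered by Dll peaks was 4.06 times that of the other arms. Copy number, mappability or chromatin that raises any ChIP would raise Sp1 peaks too, but their relative density was 1.01 (exact Poisson interval 0.815 to 1.23). The Dll and Sp1 chromatin came from different larvae and antibodies, so a property of the *yw* larvae or of the Dll antibody remains open. Binding of Dll itself to chromosome 4 is also open, and no biological explanation was tested.

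The strongest Sp1 peaks lacked Dll peaks more often than peaks just below them, and those without one lay outside the fragments of S1 and S5 Tables. Of the 98 Sp1 peaks in the top 1% by −log10 q, 30 had no Dll peak and 69.4% had one (95% Wilson interval 59.7% to 77.6%). In the rest of the top 10%, 86.8% of 887 peaks had one (Fisher's exact test, two-sided p = 3.3e-05, with peaks treated as independent). The cutoff was chosen after the highest peaks were seen. The share with a Dll peak was 57.1% in the top 0.5% of the list, 77.7% in the top 2% and 85.0% in the top 5%. The 3 highest Sp1 peaks had no Dll peak. They lay on 3R from 2733836 to 2734482 (−log10 q of 84.94), on 3R from 976192 to 976981 (71.57) and on 2L from 739591 to 740531 (69.80). The highest lay 3933 bp from the tested fragment *Antp_In1* and was the only one of the 30 within 10 kb of a fragment of S1 or S5 Table, while 5 lay within 10 kb of a region of S4 Table. These positions were set against no baseline, and the peak on U has no distance. The fragments lie at few loci, and those of S5 Table were picked for peaks of both factors, so lying outside them carries little weight. A Dll peak called just beside the Sp1 peak is argued against: only 1 of the 30 (3.33%) had a Dll peak within 500 bp, against 36.9% of the other 2721 Sp1 peaks without a Dll peak (Fisher's exact test, two-sided p = 2.79e-05). In the Dll list there was no such fall, with 91.9% of the top 1% and 84.5% of the rest of the top 10% overlapping Sp1. Sites that any ChIP recovers were not given a valid test, because the 30 peaks were chosen for lacking a Dll peak and the share of 69.4% is the observation itself. Recovery that is specific to the GFP antibody or to the tagged protein stays open, as does binding by Sp1 without Dll. No biological explanation was tested.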

How the results depend on the processing

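No paired analysis was possible because the authors called peaks on merged libraries, so replicates carry no values of their own. For the same reason leaving out each replicate could not be run. The unknown depth limits every statement on an absent peak.

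The overlap of the lists stayed above chance in every chance model and definition that was tested against chance. Each had p = 0.001 (one-sided permutation tests with 1000 moves of the other list), the smallest that they can give. Counting starts from 1 and counting overlapping pairs gave counts only and were not tested against chance. The moves were rotations, except in the 2 models that placed every peak at random on its arm or moved it by 10 to 50 kb. None of them kept peaks within open chromatin. The ratio to chance ranged from 6.70 to 27.0 for Dll peaks and from 6.06 to 26.9 for Sp1 peaks. The counts moved more. With an overlap of at least 50% of both peaks, 1966 peaks of either list were shared. With Dll peaks wholly within the Sp1 peak, 225 Sp1 peaks were shared, which follows from Dll peaks being longer. With the 50% of each list with the highest score, 2517 Dll and 3167 Sp1 peaks were shared and 3678 Dll peaks were not. With the top 25% of each list, 1134 Dll and 1340 Sp1 peaks were shared and 1933 Dll peaks were not. These counts fall because fewer peaks enter. Joining peaks within 500 bp, chosen after seeing the data, gave 3489 shared Dll and 4030 shared Sp1 peaks. Counting a start from 1 changed no count.

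The higher rank of shared Dll peaks stayed past the threshold in the 5 alternatives. None of these alternatives held the number of hit peaks equal between the observed and the moved lists. The difference of 31.9 fell to 11.9 with an overlap of at least 50% of both peaks, against −2.81 on average after rotation (two-sided circular permutation test, p = 0.004). With the Sp1 peak wholly within the Dll peak it was 37.3, against 25.9 (two-sided circular permutation test, p = 0.001). For Sp1 peaks the difference in rank was 22.4 with an overlap of at least 50% of both peaks, against 20.1 after rotation (two-sided circular permutation test, p = 0.56), and 33.9 with the Dll peak wholly within the Sp1 peak, against 34.4 (p = 0.875). The cause was not tested. It stayed past the threshold in the other 3 alternatives.

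Of the 442 regions of S4 Table, 266 had the exact coordinates of a peak of either list. All 442 overlapped peaks of both lists, and 3 had the coordinates of a peak after its start was moved by 1 bp. The greater length of segments with a region held in both alternatives. Of the 6 named enhancers, 2 had peaks of both factors, 1 with the 50% of each list with the highest score, where *vnE* drops out, and 0 when a single peak had to cover at least 50% of the fragment.

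The difference in Dll rank between fragments with and without leg expression, −1.09, was near 0 and changed sign with the 22 fragments of S5 Table alone (0.491) and with medians (1.33). It ran from −11.6 to 8.87 when the fragments of 1 gene were left out in turn. The difference in Sp1 rank, 13.2, ran from −1.67, without *disco*, to 23.5. The cause was not tested. The difference in Dll peak length was 787 bp with medians (exact permutation test, p = 0.0587). It ran from 582 bp, without *disco* (exact permutation test, p = 0.135), to 962 bp with a gene left out, and was no longer past the threshold without *elB* (exact permutation test, p = 0.0578). These p-values are not adjusted over the 3 measures.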

Differences from the paper's values

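No value that the paper states for a measure computed here differed by more than 1.5 times. The shared area of Fig. 6A is labelled with about 7200 peaks, read by eye, against 5304 Dll and 7099 Sp1 peaks here. The area for Dll alone is labelled with about 5100, read by eye in Fig. 6A, against 7015 here. Counting overlapping pairs of peaks, an alternative chosen after seeing the values, gave 7195 and is the setting under which the value for the shared area falls within that of the figure. Of the alternatives set before the data were examined, none gave a shared Dll count closer to the figure than 5304.

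The paper states that a region of its intersection corresponds to *vnE*. No region of S4 Table shared sequence with the *vnE* of S1 Table, and the nearest region begins 327 bp away. The bar marked *vnE* in Fig. 6C, read by eye, lies over that neighbouring region. The region also overlaps *pRVV14*, a fragment of the *vn* locus with leg expression by the colours of Fig. 1.

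The paper states that the set that leaves out Sp1 included *rhoE*. No Dll peak of the deposited list shared sequence with *rhoE*, and the nearest ended 1881 bp away. The text gives *rhoE* a length of 544 bp, the paper's value, while its coordinates in S1 Table span 556 bp. For *vnE* these are 654 bp, the paper's value, and 653 bp.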

Other observations

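The tests of reporter fragments and of the number of overlapping pairs were chosen only after the result was seen. The tests on the regions of S4 Table were chosen before. With those on the strongest Sp1 peaks and on chromosome 4, 9 explanations were considered and 8 were tested.

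A hypothesis that peaks of both factors mark fragments with leg expression was set against the reporter fragments that tile *vn* and *rho*, with expression taken from the colours of Fig. 1. Of the 4 fragments with expression, 2 held peaks of both factors, and of the 13 without, 6 did (Fisher's exact test, two-sided p = 1). The fragments *pRVV18* and *pRVV3*, both without expression, had the same best Dll peak (−log10 q of 20.01) and the same best Sp1 peak (8.77). The same peaks thus entered the test through both fragments, which are not independent. With only 4 fragments with expression the test leaves the hypothesis open. *pRVV15*, without expression, held a Dll peak with a −log10 q of 24.14 and an Sp1 peak with 15.65. A wider count took all fragments of S1 Table other than the named enhancers, tiling fragments included, and these overlap each other. Peaks of both factors were found in 14 of 20 at *vn*, 4 of 12 at *rho*, 1 of 5 at *ru*, 1 of 2 at *Krn* and 1 of 1 at *spi*.

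The regions of S4 Table lie in high-ranking peaks, and a hypothesis was that they are bound more strongly than their length accounts for. Segments with a region had a mean Sp1 rank 23.5 above the others, and 10000 draws of segments matched on length in 20 bins gave 22.5 on average (two-sided permutation test, p = 0.298). For Dll the difference was 13.2 against 12.6 (two-sided permutation test, p = 0.508). The test gave no evidence for stronger binding at equal length.

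A further hypothesis was that the regions of S4 Table cluster. Of the segments with a region, 82 had another within 5 kb, against 101 on average in the draws matched on length (95% of draws from 80 to 123, two-sided permutation test, p = 0.0939). The count was on the low side of the draws, so clustering beyond length was not seen.

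The number of overlapping pairs, 7195, rounds to the number in the shared area of Fig. 6A, while the counts of Dll peaks and of Sp1 peaks that overlap do not. This is consistent with a count of pairs in the figure. If pairs were counted, the area for Dll alone would be smaller than the number of Dll peaks without an Sp1 peak.

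The 3 Dll peaks with the highest −log10 q lay on X from 12644269 to 12646346 (60.31), on 2L from 5236128 to 5238239 (55.84) and on X from 5914863 to 5916825 (54.24). They overlapped 4, 3 and 3 Sp1 peaks, and the third held a region of S4 Table.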
